# Targeting a cell state common to triple-negative breast cancers

**DOI:** 10.15252/msb.20145664

**Published:** 2015-02-19

**Authors:** Markus K Muellner, Barbara Mair, Yasir Ibrahim, Claudia Kerzendorfer, Hannelore Lechtermann, Claudia Trefzer, Freya Klepsch, André C Müller, Ernestine Leitner, Sabine Macho-Maschler, Giulio Superti-Furga, Keiryn L Bennett, José Baselga, Uwe Rix, Stefan Kubicek, Jacques Colinge, Violeta Serra, Sebastian MB Nijman

**Keywords:** breast cancer, cell state, small-molecule screen

## Abstract

Some mutations in cancer cells can be exploited for therapeutic intervention. However, for many cancer subtypes, including triple-negative breast cancer (TNBC), no frequently recurring aberrations could be identified to make such an approach clinically feasible. Characterized by a highly heterogeneous mutational landscape with few common features, many TNBCs cluster together based on their ‘basal-like’ transcriptional profiles. We therefore hypothesized that targeting TNBC cells on a systems level by exploiting the transcriptional cell state might be a viable strategy to find novel therapies for this highly aggressive disease. We performed a large-scale chemical genetic screen and identified a group of compounds related to the drug PKC412 (midostaurin). PKC412 induced apoptosis in a subset of TNBC cells enriched for the basal-like subtype and inhibited tumor growth *in vivo*. We employed a multi-omics approach and computational modeling to address the mechanism of action and identified spleen tyrosine kinase (SYK) as a novel and unexpected target in TNBC. Quantitative phosphoproteomics revealed that SYK inhibition abrogates signaling to STAT3, explaining the selectivity for basal-like breast cancer cells. This non-oncogene addiction suggests that chemical SYK inhibition may be beneficial for a specific subset of TNBC patients and demonstrates that targeting cell states could be a viable strategy to discover novel treatment strategies.

## Introduction

Tumors originating from the mammary gland are the most frequently diagnosed malignancies worldwide and account for 14% of all cancer deaths, making breast cancer the most lethal neoplasm in women (Jemal *et al*, 2011). Breast cancer is a collection of highly heterogeneous neoplasms, and various classification methods have been developed to stratify patient populations. Based on gene expression profiling, at least six major ‘intrinsic’ subtypes have been defined, including luminal A, luminal B, HER2 enriched, basal like, claudin low and normal like (Perou *et al*, 2000; Prat *et al*, 2010). Furthermore, integration of gene expression and copy number variation data has revealed ten clusters that are associated with variable clinical outcomes (Curtis *et al*, 2012). However, even within these breast cancer subtypes, substantial genetic heterogeneity remains, and for many tumors, specific targeted therapies are lacking.

In the clinic, breast tumors are routinely classified based on the presence of the estrogen and progesterone receptors (ER/PR) and HER2/NEU (also known as ERBB2), as expression of these receptors has immediate therapeutic implications. The intrinsic basal-like and claudin-low subtypes are enriched for tumors that do not express these biomarkers (Carey *et al*, 2010; Guiu *et al*, 2012). Indeed, the lack of common ‘druggable’ aberrations in these so-called triple-negative breast cancers makes treatment of these tumors particularly challenging, and despite initial high response rates to classical chemotherapy, women with TNBC have a poor prognosis (Haffty *et al*, 2006; Dent *et al*, 2007) and no FDA-approved targeted treatments are currently available.

Some TNBCs display features of cells that have undergone epithelial to mesenchymal transition (EMT) (Prat *et al*, 2010). EMT is a developmental process in which epithelial cells lose their polarity and acquire a migratory phenotype. In breast cancer, this process has been linked with enhanced tumor-initiating ability, therapeutic resistance, invasiveness and poor prognosis, and basal-like/claudin-low tumors are particularly enriched in EMT traits (Liu *et al*, 2007; Fillmore & Kuperwasser, 2008; Honeth *et al*, 2008; Hennessy *et al*, 2009). The common mRNA expression profile of basal-like breast cancer (BLBC) is indicative of a relatively stable gene expression program (Curtis *et al*, 2012). The existence of this shared and complex molecular ‘cell state’ (Huang, 2011) prompted us to try to exploit this feature pharmacologically using an approach unbiased for target classes.

By employing chemical proteomics, structure–activity relationship studies and computational modeling, next to the previously implicated BLBC target AURKA, we identified the kinase SYK as being critically required for the viability of a subset of breast cancer cells. Inhibition of both AURKA and SYK acted synergistically, suggesting that PKC412 acts by a polypharmacology mechanism of action. Since SYK has never been implicated as a target in BLBCs, we studied this kinase further. SYK is best known as an essential mediator of signaling downstream of a variety of immune receptors, including the B-cell receptor (Turner *et al*, 2000). Constitutive activation of SYK by gene fusion or overexpression has been implicated in hematopoietic malignancies, and SYK inhibitors have shown promise in clinical trials for lymphoma and leukemia (Friedberg *et al*, 2010). In breast cancer, some studies have suggested a tumor suppressive role of SYK (Coopman *et al*, 2000; Sung *et al*, 2009). However, large-scale tumor sequencing studies have not revealed recurrent SYK mutations, and its function in non-hematopoietic cells remains poorly understood.

Surprisingly, in a subset of breast cancer cell lines enriched for the basal-like subtype, SYK inhibition impaired viability by reducing STAT3 activity. SYK inhibition displays hallmarks of non-oncogene addiction (i.e., a vulnerability of cancer cells that is not itself an oncogene; Solimini *et al*, 2007), and our study suggests a clinical application of SYK inhibitors in a molecularly defined subset of breast cancers.

## Results

### A small-molecule screen to identify chemical probes acting on MCF10A-Twist1 cells

The spontaneously immortalized and non-tumorigenic human mammary epithelial cell line MCF10A (ER/PR/HER2 negative, similar to TNBCs) presents pronounced mesenchymal hallmarks upon prolonged ectopic expression of the transcription factor Twist1 (Neve *et al*, 2006; Vesuna *et al*, 2009). Therefore, MCF10A-Twist1 cells provide a model that mimics certain features of post-EMT breast cancer cells, and we subjected this cell line and control MCF10A cells to a small-molecule screen.

We exposed this isogenic cell line pair to a compound library consisting of ∽20,000 chemical structures of considerable diversity, complemented with ∽2,000 FDA-approved drugs, drugs in clinical development, and tool compounds, and measured cell viability 72 h after compound addition. As compounds that killed both cell lines are enriched for general and unspecific toxic agents, we focused on compounds that were specifically toxic to MCF10A-Twist1 cells. Approximately one hundred compounds scored positive in the MCF10A-Twist1 cell-based screen (i.e., were specifically toxic to MCF10A-Twist1 cells compared with MCF10A control cells) and were selected for further analysis (Supplementary Table S1).

As an initial validation step, we investigated whether specific chemical scaffolds were enriched among the hits using unsupervised clustering of Tanimoto/Jaccard indices for structural similarity, followed by visual inspection. This revealed a group of highly related compounds resembling the natural alkaloid staurosporine (Fig 1A). Staurosporine and many of its derivatives are potent broad-spectrum kinase inhibitors and have been investigated for the treatment of a variety of diseases, including cancer. One such derivative, PKC412 (midostaurin), has advanced into phase III clinical trials for the treatment of acute myeloid leukemia (AML) expressing the mutant tyrosine kinase receptor FLT3/CD135, itself a PKC412 target (Fischer *et al*, 2010). Like staurosporine, PKC412 is a multi-target protein kinase inhibitor and has been shown to have low nanomolar activity against additional kinases including c-KIT, PDGFR and several PKC family members.

**Figure 1:**
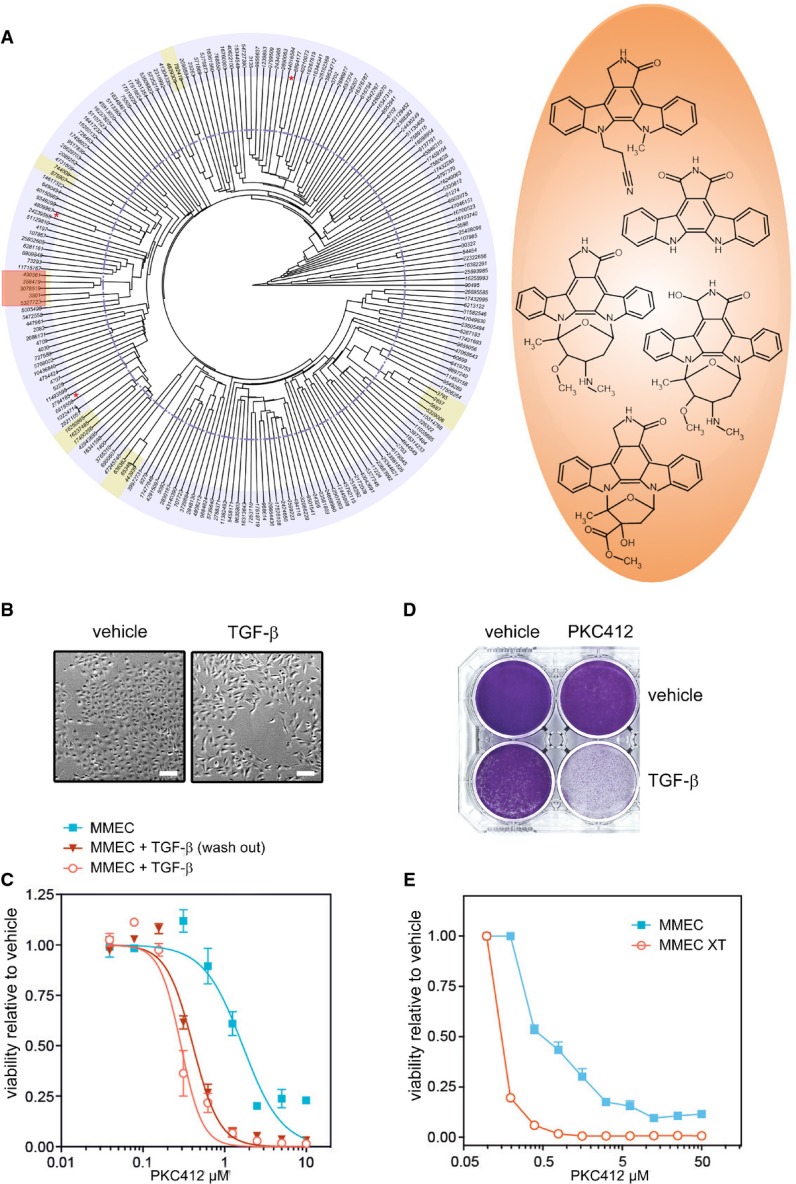
A small-molecule screen identifies PKC412 as a post-EMT breast cancer cell-specific drug A Structural clustering of 104 compounds specifically toxic to MCF10A-Twist1 cells by Tanimoto/Jaccard index. Clusters were selected based on the indicated cutoff (dotted line), and those containing two or more structurally related compounds are highlighted. Compounds clustered with low confidence (based on visual inspection) are indicated by a red asterisk. The chemical structures of the staurosporine-like compound cluster are indicated (orange).

B MMEC-HRAS^V12G^ cells treated with TGF-β (10 ng/μl) or vehicle for 14 days to induce a mesenchymal phenotype. Scale bar corresponds to 20 μm.

C PKC412 dose–response curves of cells as in (B) after which TGF-β was washed out for 3 days, and cells with continuous TGF-β treatment for 17 days. Error bars indicate standard deviation. *n* = 3.

D Crystal violet stain of cells from (B) treated with PKC412 (500 nM) for 7 days.

E Dose–response curves of control MMEC-HRAS^V12G^ cells or MMEC-HRAS^V12G^ cells that have undergone EMT *in vivo* (XT) treated with PKC412 for 3 days. Error bars indicate standard deviation. *n* = 3.

### Long-term TGF-β treatment or *in vivo* EMT induces PKC412 sensitivity in murine mammary cancer cells

We investigated whether other post-EMT cell lines were also sensitive for PKC412. We utilized a model consisting of spontaneously immortalized murine mammary epithelial cells (MMECs). These cells become tumorigenic upon mutant HRAS^V12G^ overexpression and acquire a mesenchymal phenotype when treated with the cytokine TGF-β (Fig 1B) (Oft *et al*, 1996). Exposure of these transformed cells to TGF-β for 14 days resulted in a pronounced sensitization to PKC412 by almost an order of magnitude compared to unexposed cells (Fig 1C and D, Supplementary Fig S1). As expected, this effect was not dependent on the continuous presence of TGF-β once cells had undergone EMT, as removal of TGF-β 3 days prior to drug treatment did not significantly alter the response (Fig 1C). We also investigated whether cells that transition to a mesenchymal state *in vivo* would become hypersensitive to PKC412. HRAS^V12G^-expressing MMECs also undergo EMT upon tumor formation in mice, and this mesenchymal phenotype remains stable in cell lines derived from explants (Oft *et al*, 1996). Thus, these explanted cells represent a model for EMT induced in a physiological tumor environment. Consistent with the previous results, the explanted mesenchymal cells were fivefold to tenfold more sensitive to PKC412 than their epithelial counterparts (Fig 1E). Thus, changes in cell state associated with EMT by Twist1 overexpression, chronic stimulation with TGF-β, and *in vivo* EMT result in increased sensitivity to PKC412. This is consistent with the notion that PKC412 targets an epigenetic cell state rather than a somatic mutation.

### Basal-like subtypes are enriched among PKC412-sensitive breast cancer cells *in vitro* and *in vivo*

Next, we tested PKC412 cytotoxicity on a panel of 28 breast cancer cell lines representing the major intrinsic subtypes (Neve *et al*, 2006). As basal-like tumors are enriched for mesenchymal features and cell lines have been grouped according to the intrinsic classification, we focused on basal-like and luminal cell lines (Perou *et al*, 2000; Neve *et al*, 2006; Prat *et al*, 2010). Sensitivity varied dramatically across the cell line panel (Fig 2A, Supplementary Dataset S1): Several cell lines were refractory to PKC412 even at the highest concentration tested (50 μM), whereas others were strongly inhibited.

**Figure 2:**
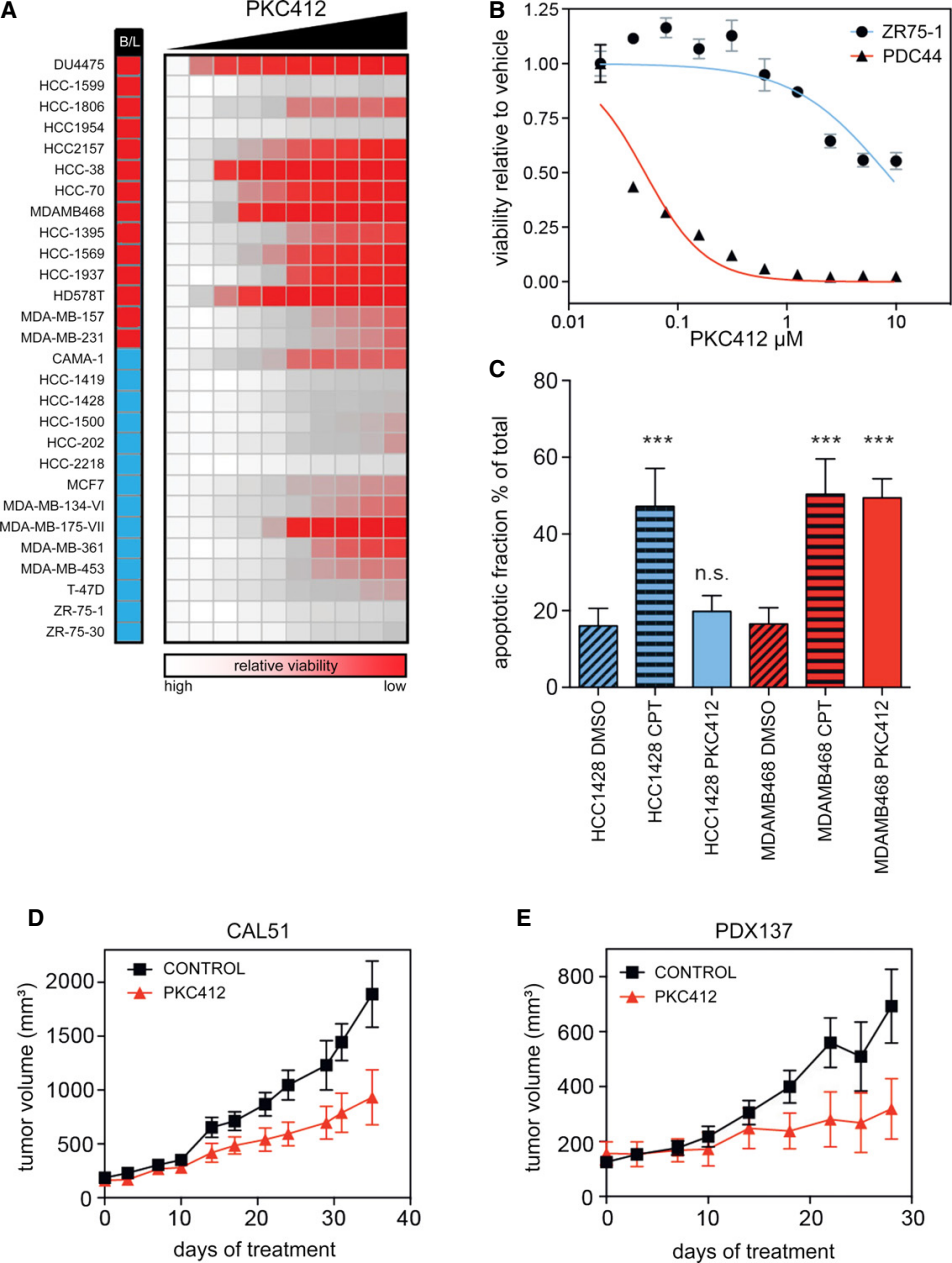
PKC412 targets basal-like breast cancer cells *in vitro* and *in vivo* A Panel of 28 breast cancer cell lines treated with increasing doses (Log2) PKC412 for 5 days. The column after the cell line name indicates intrinsic subtype (blue, luminal; red, basal).

B PKC412 dose–response curve for a low passage patient-derived TNBC cell line (PDC44) and a luminal control cell line (ZR75-1).

C Apoptosis as determined by annexin V staining in basal (red) and luminal (blue) cells treated with PKC412 (500 nM, 16 h) or camptothecin (CPT). ***P < 0.001, ns = not significant. *n* = 3. Statistical significance was analyzed by ANOVA.

D Xenograft model of Cal51 basal breast cancer cells treated with PKC412 for 35 days (oral 100 mg/kg, daily). Shown are the mean and SEM. *P* < 0.01 Akaike information criterion (AIC). *n* ≥ 3.

E Patient-derived xenograft (PDX137) model of a triple-negative breast cancer patient treated with PKC412 (oral 100 mg/kg, daily). Shown are the mean and SEM. *P* < 0.01 (AIC). *n* ≥ 3.

A low passage cell line derived from a TNBC patient (PDC44) with progressive disease despite treatment with various chemotherapeutics, including doxorubicin and cyclophosphamide, was also highly sensitive to PKC412 (Fig 2B).

Dividing the cell lines according to their HER2/ER/PR status revealed that the mean EC_50_ for PKC412 in TNBC cell lines was an order of magnitude lower as compared to receptor-positive cells (Supplementary Fig S4, *P* < 0.001). This is consistent with the notion that EMT-like features contribute to the sensitivity to PKC412, as these are enriched in TNBC. However, three of the nine TNBC cell lines were relatively resistant to PKC412, whereas three of the luminal cell lines displayed an intermediate response, indicating that additional factors may determine the response to the drug.

To investigate the mode of cell death of the sensitive cell lines, we compared the fraction of apoptotic cells in a pair of PKC412-sensitive (i.e., MDA-MB-468) and PKC412-resistant (i.e., HCC1428) cell lines by annexin V staining. Upon exposure to the drug, MDA-MB-468 cells underwent pronounced apoptosis, whereas under identical conditions, HCC1428 cells did not show any response (Fig C and Supplementary Fig S2). This is unlikely due to a general enhanced sensitivity to apoptosis-inducing agents as the topoisomerase inhibitor camptothecin induced apoptosis to a similar extent in both cell lines.

The EC_50_ for PKC412 that we observed for several cell lines was well below the reported steady state plasma concentration in phase I trial patients (0.2–0.7 μM) (Propper *et al*, 2001; Monnerat *et al*, 2004), indicating that this drug is active at a clinically achievable concentration. Therefore, we addressed the potential of PKC412 as a single agent in preclinical *in vivo* tumor models. PKC412 inhibited tumor growth (*P* < 0.01) in the CAL51 xenograft (Fig 2D), a well-defined TNBC/basal-like model refractory to *in vivo* doxorubicin treatment (Coxon *et al*, 2009). We also tested PKC412 in a patient-derived xenograft (PDX) model. PDX models have been described to display original tumor characteristics, such as heterogeneous histology, and thus reproduce additional features of human tumors (DeRose *et al*, 2011; Ibrahim *et al*, 2012). We therefore employed a PDX model derived from a TNBC patient who had displayed progressive disease while treated with FEC90, a combination of 5-FU, epirubicin and cyclophosphamide, in addition to docetaxel neoadjuvant treatment. In accordance with the result obtained with the conventional cell line xenograft, the PDX model displayed a pronounced and significant response to PKC412 (Fig 2E). Thus, PKC412 shows anti-tumor activity *in vivo* and is active against a subset of TNBC tumors. This result is particularly remarkable as staurosporine derivatives such as PKC412 (Borgdorff *et al*, 2014) are multi-kinase inhibitors and their off-target effects therefore may limit their clinical utility. Thus, these results suggest that the identification of the critical target(s) of PKC412 in this setting may provide novel therapeutic opportunities for breast cancer.

### Chemical proteomics identifies candidate kinase targets implicated in PKC412 specificity

PKC412 has been shown to be a potent inhibitor of several kinases, including FLT3, c-KIT, VEGFR and several PKC family members. Therefore, we investigated whether six structurally unrelated compounds that inhibit various combinations of these ‘canonical’ targets could specifically induce cell death in the basal-like breast cancer cell lines. Only the PKC412 structural analog Go6976 recapitulated the profile, suggesting that a non-canonical target may be responsible for, or at least contribute to, the specificity for TNBC cells (Fig 3A, Supplementary Fig S3 and Supplementary Dataset S2). Of note, the PKC inhibitor LY333531, a compound structurally related to PKC412, did not display the PKC412 cell line specificity pattern, indicating that this small molecule does not inhibit the critical PKC412 target(s) (Fig 3A, Supplementary Fig S4).

**Figure 3:**
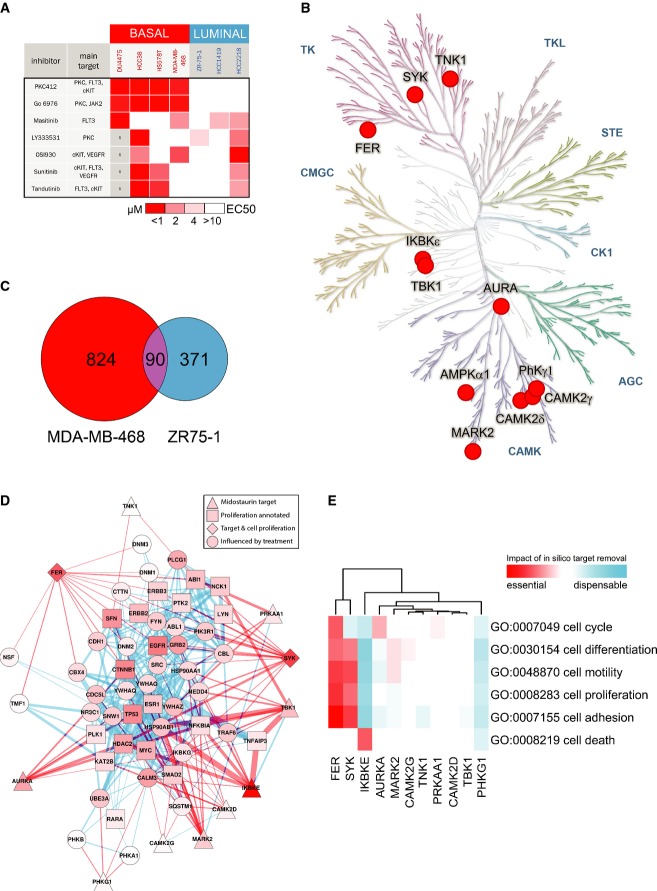
Chemical proteomics and computational modeling highlight SYK as a candidate critical node in basal-like breast cancer cells A A panel of four basal-like and three luminal breast cancer cell lines were treated with the indicated inhibitors targeting canonical PKC412 targets. Red color shading indicates EC_50_. Grayed out boxes indicate cell line/drug combinations that were not tested.

B Immobilized PKC412 was used to identify binders in MDA-MB-468 cell lysates by mass spectrometry. Specific and non-specific binders were identified by competition with free PKC412 or the structurally similar but unspecific compound LY333531, respectively. Specific PKC412 binders were mapped onto the kinase tree (solid red circles).

C Venn diagram showing genes differentially expressed (> threefold) upon PKC412 (500 nM) treatment for 6 h in basal-like (MDA-MB-468, red) and luminal (ZR75-1, blue) breast cancer cell lines.

D Most significantly perturbed protein–protein interaction subnetwork (*P* < 0.005) upon PKC412 treatment. Red lines indicate direct interactions with a PKC412 target. Blue lines indicate indirect interactions. Edge thickness indicates simultaneous regulation upon PKC412 treatment (see Materials and Methods).

E Heatmap showing the impact of the individual PKC412 targets on selected GO terms (see also Supplementary Table S3). Red represents reduced association with the GO term, therefore indicating potentially essential targets. Blue represents dispensable targets.

To pursue an unbiased approach for the identification of the relevant PKC412 targets, we performed a chemical proteomic screen using PKC412 for drug affinity purifications (Rix & Superti-Furga, 2009). Immobilized PKC412 was incubated with a cell lysate derived from the sensitive, basal-like MDA-MB-468 cell line, and bound proteins were identified using mass spectrometry. Specificity of the interaction with the PKC412-matrix was assessed by the degree of competition obtained with unbound drug. Targets were considered specific PKC412 interactors if the cognate drug, but not the TNBC non-selective structurally related compound LY333531, efficiently competed matrix retention (Supplementary Table S2). Following these criteria, we identified 11 candidate kinase targets that could contribute to the differential sensitivity profile of PKC412 (Fig 3B).

### Computational modeling highlights SYK as a candidate critical target of PKC412

We next employed a computational approach to generate models of PKC412 mode of action and thereby prioritize hits from the chemical proteomic screen. First, we performed transcriptome analysis by RNA sequencing after a 6-h PKC412 treatment. 

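MDA-MB-468 is an established basal-like, triple-negative breast cancer cell line, and ZR75-1 is an established luminal line. PKC412 (midostaurin) is an inhibitor of many kinases, and DMSO is its solvent. The files analysed here hold 10 transcriptomes, 2 of DMSO-treated and 3 of PKC412-treated cells for each line, all taken after 6 h. The methods and the sample labels give the dose of PKC412 as 1 μM, and the legends of Fig 3C and Supplementary Figs S5 and S6 give 500 nM. The methods describe the treatments as made in triplicate, while 2 DMSO samples per line are in the files analysed here. The authors aligned the reads and calculated FPKM values (fragments scaled by transcript length and by the number of mapped fragments) for each gene symbol with an in-house pipeline, and each sample has values for the same 23426 genes. The aligner, genome build and annotation were not found in the paper or its supplements. FPKM values are not counts, and no step of single reads could be seen among the low values, the lowest of which above 0 was 2.194e-318. The sequencing depth is therefore unknown, and no smallest detectable FPKM is given. The FPKM values of a sample summed to between 599228 and 835069, so no common FPKM sum was set for the samples. Fold changes were taken from the ratio of the mean FPKM of the PKC412 samples to that of the DMSO samples, without a pseudocount, for genes with a mean FPKM above 0.1 in at least 1 of the 2 treatments. Tests were made with limma on log2(FPKM + 1) in 1 fit over the 4 groups, which leaves 6 residual degrees of freedom, for 16071 genes with a mean FPKM above 0.1 in at least 1 group. The p-values were adjusted by the Benjamini-Hochberg method. The log2 fold changes of that fit are smaller than the ratio of FPKM for genes with low expression, because 1 is added to each value. Across genes, the Pearson correlation of log2(FPKM + 1) was 0.9574 to 0.9833 between samples of the same line and treatment, with a median of 0.9771 over 8 pairs. Between DMSO and PKC412 samples of the same line it was 0.9448 to 0.9859, with a median of 0.9719 over 12 pairs, a range that overlaps that of the replicates. Between the 2 lines it was 0.8488 to 0.8991. Genes are not independent replicates, so these correlations carry no p-value. The samples also differed in how FPKM depended on the GC content of the transcript. A slope was fitted for each sample to the log2 deviation of each gene from its mean in the line, against the GC content of its longest protein-coding transcript, or its longest transcript of any kind, in GENCODE release 29; the annotation the authors used is not known. In MDA-MB-468, this slope was 0.373 and 0.0573 log2 units per 10 percentage points of GC in the DMSO samples and -0.2871, -0.02401 and -0.1192 in the PKC412 samples. In ZR75-1 it was 0.3136 and -0.1923 in the DMSO samples and -0.1071, 0.342 and -0.3562 in the PKC412 samples. No sequencing batch or date is given for any sample.

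**Figure D1:**
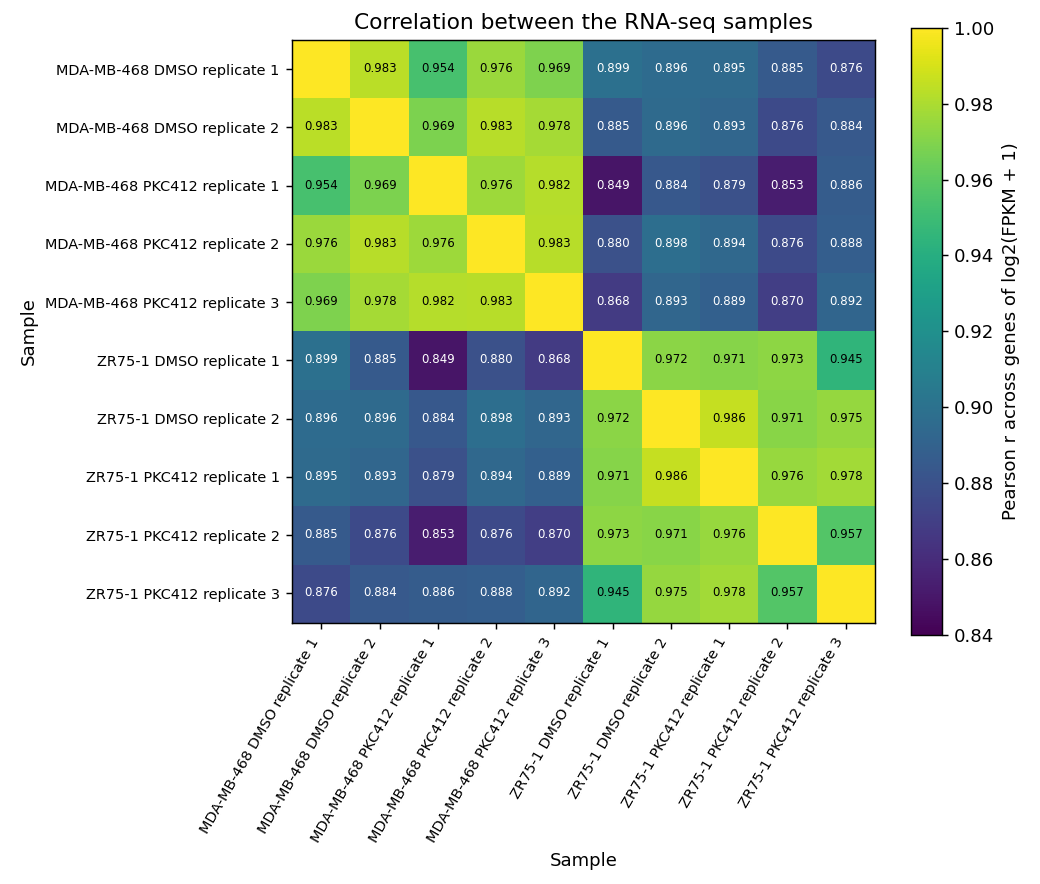
Pearson correlation across genes of log2(FPKM + 1) between each pair of the 10 samples, with both axes listing the samples by line, treatment and replicate. Pairs within a line lie at 0.9448 or above and pairs from different lines at 0.8991 or below.

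**Figure D2:**
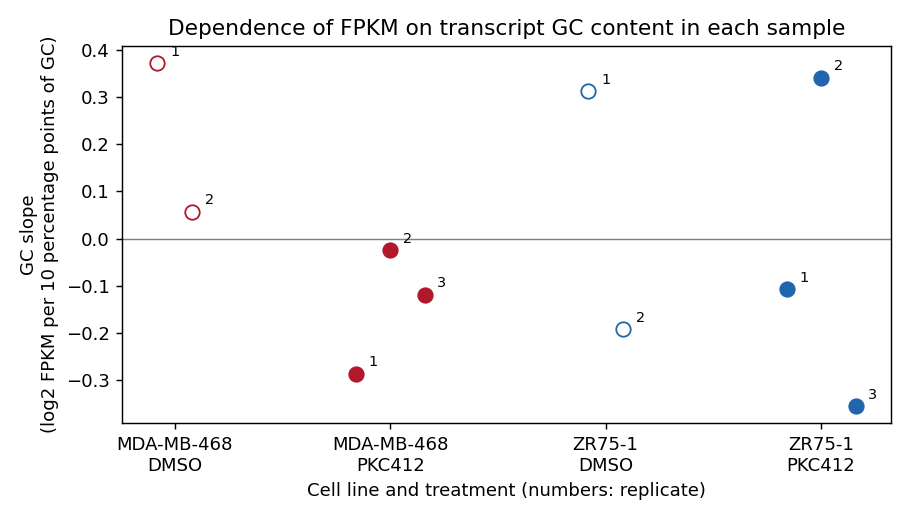
Slope of log2 FPKM on transcript GC content for each sample (vertical axis, log2 units per 10 percentage points of GC), by line and treatment (horizontal axis); open points are DMSO, filled points are PKC412 and the numbers give the replicate. The 2 DMSO samples of MDA-MB-468 lie above its 3 PKC412 samples, and the ZR75-1 treatments overlap.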

PKC412-sensitive, basal-like MDA-MB-468 cells displayed a pronounced transcriptional response involving more than 800 genes being up- or down-regulated at least threefold. 

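From the deposited FPKM values, 1078 genes in MDA-MB-468 cells had a ratio of mean FPKM of at least 3 or at most 1/3, of which 918 were up-regulated and 160 down-regulated by PKC412. Among these genes, 465 (43.14%) had a mean FPKM below 1 in both treatments, and 141 had a mean FPKM of 0 in 1 treatment, where the ratio has no finite value. The ratio takes no account of the spread between replicates. In limma, 202 genes had an adjusted p-value under 0.05 (111 up-regulated and 91 down-regulated). Both the 3-fold ratio and this threshold were met by 74 genes. The balance of directions depends on the scaling of the samples. With the samples of each line rescaled by median ratios, 604 genes rose and 215 fell at 3-fold. In limma, 114 rose and 137 fell with that rescaling. Another fit took the replicate number as a block, as the labels number the samples. There, no gene (0) reached an adjusted p-value under 0.05 in MDA-MB-468, the lowest being 0.06768. That fit keeps 2 residual degrees of freedom. Number 3 has no DMSO sample, so the block fits PKC412 replicate 3 exactly, and the fold changes rest on replicates 1 and 2. Of all ways to split the 5 samples into 2 and 3, the real one gave the most genes at 3-fold, against 273 to 925 for the other splits. The DMSO samples also have the highest GC slopes of this line, so the splits cannot tell the treatment from GC content.
Among genes past the limma threshold with a mean FPKM above 1 in at least 1 treatment and no overlap between the samples of the treatments, the 5 with the largest fall were MIR3074, EDN2, HRCT1, CTGF and CYR61. CTGF (chromosome 6, 131948176 to 131951373 of GRCh38, protein-coding) had an FPKM of 8.354 ± 1.344 (SD, n = 2) in DMSO and 0.7215 ± 0.142 (SD, n = 3) in PKC412. Its log2 fold change was -2.438 (standard error 0.1189, limma adjusted p = 8.2e-05). EDN2 (chromosome 1, 41478775 to 41484673) went from 40.19 ± 2.751 (SD, n = 2) to 5.032 ± 0.9586 (SD, n = 3), CYR61 (chromosome 1, 85580761 to 85583962) from 30.12 ± 3.074 to 5.458 ± 0.4256, and HRCT1 (chromosome 9, 35906192 to 35907141) from 61.74 ± 16.04 to 9.883 ± 1.489. The 5 with the largest rise were SNORD26, PCNA-AS1, SMOC1, TSC22D1 and PDE4B. SMOC1 (chromosome 14, 69854131 to 70032366, protein-coding) went from 2.736 ± 0.03031 FPKM (SD, n = 2) to 20.61 ± 1.115 (SD, n = 3), a log2 fold change of 2.531 (standard error 0.1276, limma adjusted p = 9.149e-05). PDE4B (chromosome 1, 65792514 to 66374579) rose from 0.2596 ± 0.164 to 5.16 ± 1.617, and TSC22D1 (chromosome 13, 44432143 to 44577147) from 5.225 ± 2.062 to 30.73 ± 8.256. PCNA-AS1, which shares its locus with PCNA, went from 0.02601 ± 0.03679 to 92.12 ± 61.35, with a spread between the PKC412 samples close to their mean. MIR3074 and SNORD26 have transcripts of 81 and 75 nucleotides, for which FPKM from fragmented RNA is uncertain; MIR3074 fell from 39.47 ± 1.505 to 0 and SNORD26 rose from 0 to 253 ± 50.45. Among the settings chosen before the files arrived, the count of genes at 3-fold ranged from 237 with a pseudocount of 1 added to both means to 2836 without a filter on low FPKM.

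**Figure D3:**
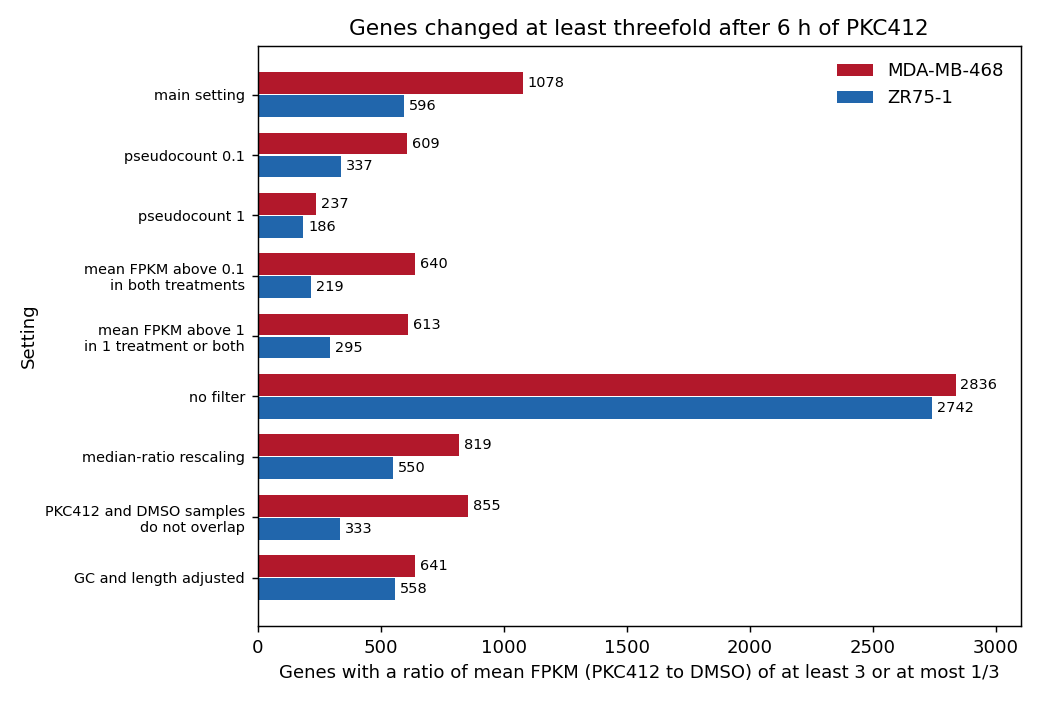
Number of genes with a ratio of mean FPKM of at least 3 or at most 1/3 (horizontal axis) in MDA-MB-468 and ZR75-1 cells under each setting (vertical axis). The MDA-MB-468 bar is 1078 genes in the main setting and 237 with a pseudocount of 1, and is longer than the ZR75-1 bar in each setting drawn; the settings with 1 sample left out are not drawn, and without DMSO replicate 2 of ZR75-1 that line had 2197 genes against 1078.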

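The online tool and the pathway database behind Supplementary Fig S5 are not in the files analysed here, so a list of 87 genes of the KEGG apoptosis pathway, written from memory before the files were opened, was used. Of the 1078 genes changed at least 3-fold in MDA-MB-468 cells, 13 were on this list, against 5.394 expected from the 74 list genes among 14789 background genes, those expressed in the line or changed at least 3-fold. The odds ratio was 2.731 (Fisher's exact test, p = 0.002464), and genes are not independent of each other. All 13 genes were up-regulated; BIRC2, BIRC3, FAS, NFKBIA and TNF are among them. NFKBIA (chromosome 14, 35401511 to 35404749 of GRCh38) had an FPKM of 11.61 ± 1.66 (SD, n = 2) in DMSO and 49.93 ± 4.338 (SD, n = 3) in PKC412, with a log2 fold change of 2.016 (standard error 0.2019, limma adjusted p = 0.004226). TNF (chromosome 6, 31575567 to 31578336) went from 0.05242 ± 0.02854 to 1.594 ± 0.4077, a log2 fold change of 1.29 (standard error 0.202, limma adjusted p = 0.02712). The other 11 genes did not reach an adjusted p-value under 0.05. In ZR75-1 cells, 1 of the 596 genes changed at least 3-fold was on the list, against 3.144 expected (odds ratio 0.3078, Fisher's exact test, p = 0.3776). The replicate block does not enter the ratio of means behind this count. When the 3-fold genes also had to pass the limma threshold, 2 of the 74 genes in MDA-MB-468 were on the list (Fisher's exact test, p = 0.05295). NFKBIA also rose in ZR75-1, with a ratio of 2.21 (log2 fold change 1.166, limma adjusted p = 0.04617). From the enrichment it found, the paper connects the transcriptional response of the basal-like line with apoptosis.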

As expected, and consistent with our previous findings, this gene set was significantly enriched for regulators of apoptosis (Supplementary Fig S5). 

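In ZR75-1 cells, 596 genes had a ratio of mean FPKM of at least 3 or at most 1/3, of which 460 were up-regulated and 136 down-regulated. Of these, 301 (50.5%) had a mean FPKM below 1 in both treatments. Changed at least 3-fold in both lines were 184 genes, which is 17.07% of the MDA-MB-468 genes, 30.87% of the ZR75-1 genes and 12.35% of the union of the 2 sets. Both lines up-regulated 129 of the shared genes and both down-regulated 20, and 35 changed in opposite directions. Over the 13224 genes expressed in both lines, 166 were shared where 20.45 would be by chance. The odds ratio was 18.31 (Fisher's exact test, p = 1.949e-113, with genes treated as independent, which they are not). The chance number ignores direction and takes every gene as equally likely to pass. In simulated data, 587 genes of the line without change passed the ratio by spread alone. The excess therefore does not by itself show a shared response to the drug. In limma, 152 genes had an adjusted p-value under 0.05 in ZR75-1 (120 up-regulated and 32 down-regulated), and 67 of them also met the 3-fold ratio; with the replicate number as a block, 0 did in either count. The genes with the largest change by the rule used for MDA-MB-468 were HMOX1, FAM101A, TNFRSF12A, VGLL1 and CCNO among those lowered, and CGA, SMOC1, ATP1B3, TARS2 and LINC00473 among those raised. HMOX1 (chromosome 22, 35380361 to 35394214 of GRCh38) had an FPKM of 194.2 ± 17.97 (SD, n = 2) in DMSO and 45.69 ± 1.91 (SD, n = 3) in PKC412, with a log2 fold change of -2.062 (standard error 0.09289, limma adjusted p = 8.769e-05). CGA (chromosome 6, 87085498 to 87095406) went from 21.76 ± 8.206 to 437.2 ± 63.85, a log2 fold change of 4.305 (standard error 0.2147, limma adjusted p = 0.0001157). SMOC1, also among the most raised genes of MDA-MB-468, went from 1.379 ± 0.0575 to 25.71 ± 2.971 in ZR75-1, a log2 fold change of 3.483 (standard error 0.1276, limma adjusted p = 5.063e-05). Restricting the sets to genes with a mean FPKM above 0.1 in both treatments gave 640 and 219 genes with 56 in common, or 8.75% of the MDA-MB-468 genes.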

We observed minimal (∽10%) overlap between the differentially expressed genes with ZR75-1 cells, a PKC412-resistant cell line of the luminal A subtype (Fig 3C). 

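Whether the lines respond differently was tested gene by gene in limma, as the difference between the log2 fold change in MDA-MB-468 cells and that in ZR75-1 cells. Of the 16071 genes tested, 43 had an adjusted p-value under 0.05 for this difference, 11 with the larger log2 fold change in MDA-MB-468 and 32 with the larger one in ZR75-1. For CTGF, which fell more in MDA-MB-468, the difference was -2.257 (standard error 0.1681, limma adjusted p = 0.001949); in ZR75-1 its FPKM was 0.1914 ± 0.01672 (SD, n = 2) in DMSO and 0.05147 ± 0.02991 (SD, n = 3) in PKC412, values near 0 on this scale. For CGA the difference was -3.859 (standard error 0.3036, limma adjusted p = 0.002092), and for HMOX1 it was 1.669 (standard error 0.1314, limma adjusted p = 0.002092). TNFRSF12A fell in both lines, with log2 fold changes of -1.07 in MDA-MB-468 and -1.422 in ZR75-1, and the difference of 0.3523 had a limma adjusted p of 0.8339. Over all genes tested, the log2 fold changes of the 2 lines had a Pearson correlation of 0.3591 across genes. The labels number the replicates of the treatments alike. Checked on 11144 genes, the deviations from the group mean of DMSO and PKC412 samples with the same number had a mean correlation of -0.1502 in MDA-MB-468 and -0.2068 in ZR75-1. With 2 DMSO samples their deviations are mirror images, so the correlations for different numbers (0.07508 and 0.1034) follow from these, and the deviations also run along GC content; whether the numbers pair the samples could not be settled. With the replicate block, 0 genes had an adjusted p-value under 0.05 for the difference between the lines, the lowest being 0.1505. The correlation of the fold changes was then 0.149. The block leaves PKC412 replicate 3 of each line out of the fold changes. Without that sample of ZR75-1 alone, and no block, the correlation was 0.17. On simulated data, the fit with the block found 74% of the changed genes in the changed line and 0% of them for the difference between the lines. Leaving out DMSO replicate 1 of ZR75-1 moved the correlation of the fold changes most, to 0.01776. From the small overlap between the sets, together with the enrichment for regulators of apoptosis in the basal-like line, the paper reasons that the 2 lines respond to PKC412 in different ways.

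**Figure D4:**
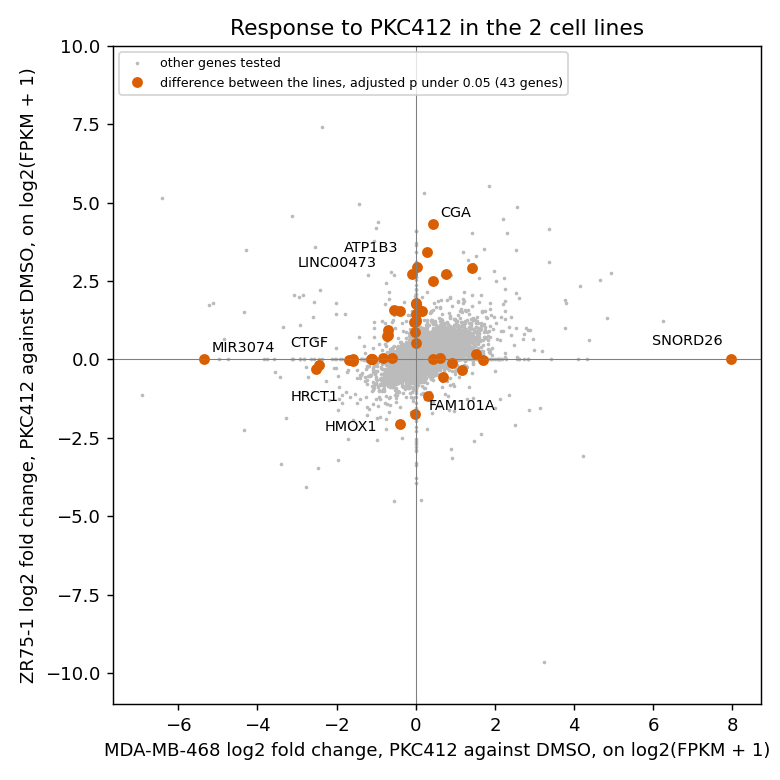
Log2 fold change on log2(FPKM + 1), PKC412 against DMSO, of each gene tested in MDA-MB-468 (horizontal axis) and ZR75-1 (vertical axis). The 43 genes with an adjusted p-value under 0.05 for the difference between the lines are in orange, and those named in the text are labelled, from MIR3074 at -5.338 to SNORD26 at 7.968 in MDA-MB-468.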

This indicates that these cell lines respond differently to PKC412, resulting in apoptosis predominantly in the basal-like cell line.

Subsequently, we constructed protein–protein interaction networks based on public databases but focusing only on the genes expressed in the cells under investigation (Burkard *et al*, 2010). Both networks were of similar size comprising some 9,000 genes and 104,000 edges representing protein–protein interactions and contained all 11 of our candidate PKC412 targets identified by chemical proteomics, suggesting that the presence or absence of the putative target(s) does not explain selectivity (Supplementary Fig S6). 

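All 11 candidate targets had a mean FPKM above 0.1 in both lines. The lowest was FER, with a mean over the 5 samples of 0.7046 in MDA-MB-468 and 0.2442 in ZR75-1, and the highest was AURKA, with 51.31 and 53. In DMSO, FER (chromosome 5, 108747822 to 109196841 of GRCh38) had an FPKM of 0.6744 ± 0.1533 (SD, n = 2) in MDA-MB-468 and 0.2699 ± 0.0399 (SD, n = 2) in ZR75-1, and 1 PKC412 sample of ZR75-1 had 0.02515. The FPKM of SYK (chromosome 9, 90801787 to 90898549) in DMSO was 6.017 ± 0.341 in MDA-MB-468 and 1.407 ± 0.1166 in ZR75-1. That of IKBKE (chromosome 1, 206470476 to 206496889) was lower in MDA-MB-468, at 4.809 ± 0.1401 against 38.42 ± 5.227 in ZR75-1, while that of AURKA (chromosome 20, 56369389 to 56392337) was 38.01 ± 6.776 against 32.12 ± 11.19, a difference within the spread of the replicates. For SYK and IKBKE the samples of the lines did not overlap in either treatment; no test of the level between the lines was made. After PKC412, IKBKE rose in MDA-MB-468 to 8.991 ± 0.6372 (SD, n = 3), a log2 fold change of 0.7806 (standard error 0.117, limma adjusted p = 0.02305). In ZR75-1 its log2 fold change was -0.2782 (standard error 0.117, limma adjusted p = 0.4318), and the difference between the lines was 1.059 (standard error 0.1654, limma adjusted p = 0.06409). No other candidate target had an adjusted p-value under 0.05 in either line. With the replicate block the log2 fold change of IKBKE in MDA-MB-468 was 0.7317 and no longer past the threshold. Its difference between the lines depended on the setting. It passed the threshold without a filter on low FPKM (1.059) and with FPKM adjusted for GC content and transcript length (1.201). It did not pass with a pseudocount of 0.1 (1.172), with median-ratio rescaling within each line (1.038) or with the replicate block (1.016). A stricter limit for expression, a mean FPKM above 1 in both lines, kept 8 of the 11 targets. The interaction databases behind the networks are not in the files analysed here, so the size of the networks was not recomputed. Since the networks of both lines held all 11 targets, the paper proposes that the selectivity of the drug is not a matter of which targets are present.

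**Figure D5:**
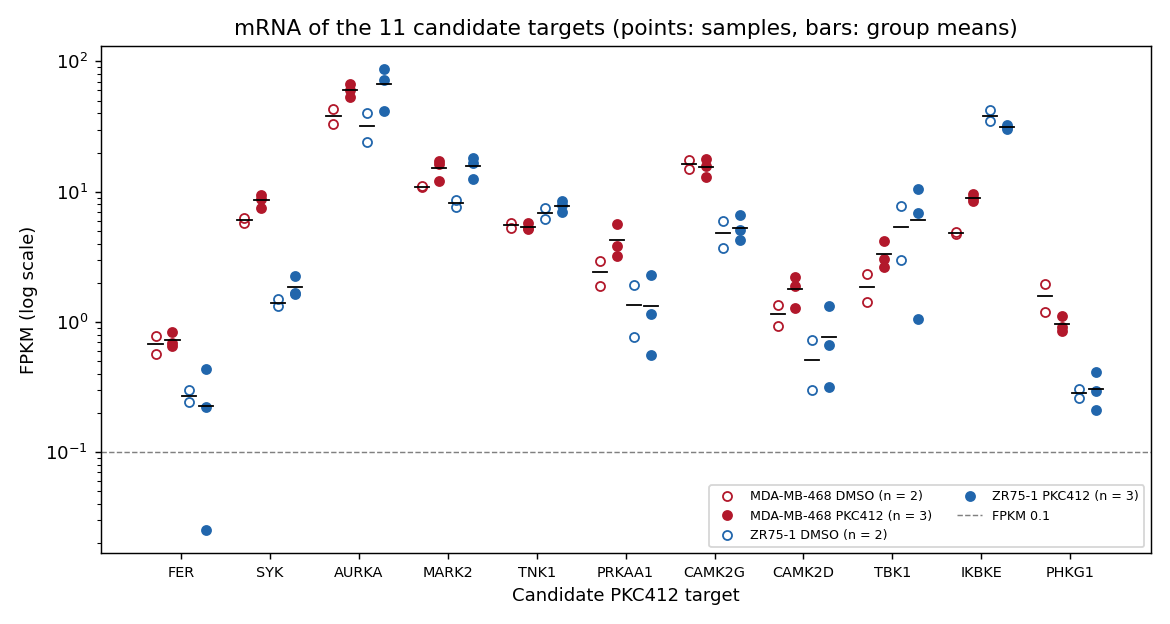
FPKM (vertical axis, log scale) of the 11 candidate targets (horizontal axis) in each sample; open points are DMSO (n = 2), filled points are PKC412 (n = 3), short bars are group means and the dashed line is at an FPKM of 0.1. Only 1 sample lies below that line, FER in a PKC412 sample of ZR75-1 with 0.02515.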

Assuming that concerted expression changes in the network are more likely to represent functional effects (Lage *et al*, 2008), we added edge weights representing gene expression co-regulation upon PKC412 treatment. 

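The fold changes that enter such weights can be taken from the FPKM values, while the edges themselves are not in the files analysed here. Among the expressed genes with a mean FPKM above 0 in both treatments, 14579 in MDA-MB-468 and 14191 in ZR75-1, the median absolute log2 ratio of PKC412 to DMSO was 0.4339 and 0.3371, and the 90th percentile was 1.311 and 0.9569. The same measure between the 2 DMSO replicates was 0.2998 in MDA-MB-468 and 0.5457 in ZR75-1, and between pairs of PKC412 replicates 0.2053 to 0.3935 and 0.3839 to 0.7003. In MDA-MB-468 the median change on treatment was thus above that between any pair of replicates, and in ZR75-1 it was below that between the DMSO replicates. A ratio of means over 2 and 3 samples averages out part of the spread that a ratio of single samples shows. Of these genes, 9807 in MDA-MB-468 and 9620 in ZR75-1 had a ratio above 1. The medians and these numbers can also reflect GC content and the scaling of the samples. The mean GC slope of DMSO minus that of PKC412 was 0.3586 in MDA-MB-468 and 0.1011 in ZR75-1. The larger median in MDA-MB-468 can therefore not be credited to the drug alone. No alternative setting was run for these medians.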

For all proteins in the network, we used an algorithm mimicking a diffusion process (Kohler *et al*, 2008), starting at the experimentally determined chemical proteomics interactors, to computationally predict the probability of individual nodes being affected by PKC412 treatment over the entire network. 

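The network model rests on interaction databases that are not in the files analysed here, and only the mRNA of its nodes was examined. Read from Fig 3D by eye, 49 nodes other than the targets had values. In MDA-MB-468 cells all 49 were expressed, 43 had a ratio of mean FPKM above 1, and their median absolute log2 ratio was 0.7992, against 0.4332 for the other expressed genes. Changed at least 3-fold were 8 of them, and 2 of these, NFKBIA and TNFAIP3, had a limma adjusted p-value under 0.05. TNFAIP3 (chromosome 6, 137867188 to 137883312 of GRCh38) had an FPKM of 0.2237 ± 0.08639 (SD, n = 2) in DMSO and 4.597 ± 1.678 (SD, n = 3) in PKC412, a log2 fold change of 2.152 (standard error 0.3434, limma adjusted p = 0.02869). For NFKBIA the log2 fold change was 2.016 (standard error 0.2019, limma adjusted p = 0.004226). HSP90AB1, also among the 8, had an FPKM of 5.298 in 1 PKC412 sample of MDA-MB-468 and 0.004538 or less in every other sample of both lines, so its ratio rests on 1 sample. In ZR75-1 cells, 47 of the 49 nodes were expressed and 3 changed at least 3-fold, EGFR, NSF and TNFAIP3. Their median absolute log2 ratio, over the nodes, was 0.5791, against 0.3366 for the other expressed genes. In that line 1 node, NFKBIA, had a limma adjusted p-value under 0.05. Its mean FPKM rose from 68.4 to 151.1 there, a log2 fold change of 1.166 (limma adjusted p = 0.04617). None of the nodes (0) had an adjusted p-value under 0.05 for the difference between the lines. With the replicate block, the log2 fold change of TNFAIP3 in MDA-MB-468 was 2.171 and no longer past the threshold. Because the fold changes weight the edges, nodes whose neighbours change together with them gain weight in the paper's model, and the paper takes those that exceed randomized networks as the part of the network that PKC412 perturbs.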

The nodes in the MDA-MB-468 network that were most significantly (*P* < 0.005, randomized networks) changed by PKC412 treatment in this quantitative model are indicated in Fig 3D. Among the biological processes most influenced by PKC412 perturbation according to Gene Ontology (GO) terms, we found multiple pathways related to cancer (Colinge *et al*, 2012) (Supplementary Table S3). To determine the impact of each candidate PKC412 target on these enriched GO terms, we recomputed the scores using all but one of the targets (Fig 3E and Supplementary Fig S7). In this analysis, omission of the FER or SYK kinases had a pronounced effect on the enriched GO terms, whereas IKBKE (also known as IKK-epsilon) removal reduced the relationship only with cell death. This suggests that inhibition of these kinases impinges on processes related to proliferation and cell death. Although these three kinases have been previously linked to growth factor signaling and cancer, they have not been linked with a specific breast cancer subtype. Chemical or RNAi-mediated inhibition of IKBKE or FER did not result in specific cytotoxicity (Supplementary Figs S8 and S9), indicating that their inhibition is not sufficient to explain the specificity toward basal-like breast cancer cell lines.

Although Aurora kinase A (AURKA) was only ranked fourth in our network analysis, recent studies suggest that the Aurora/VEGFR inhibitor ENMD-2076 and the pan-Aurora inhibitor AS703569 inhibit the growth of BLBC cells in preclinical models by an unknown mechanism (Romanelli *et al*, 2012; Diamond *et al*, 2013). Indeed, shRNA-mediated and chemical inhibition of AURKA was specifically detrimental to BLBC cell lines (Supplementary Fig S8).

In agreement with the chemical proteomics data, PKC412 inhibited SYK autophosphorylation in MDA-MB-468 cells (Supplementary Fig S10). This allows the possibility that SYK inhibition contributes to the mechanism of action of the drug. Indeed, RNAi-mediated depletion of SYK resulted in a pronounced and specific effect (Fig 4A and Supplementary Fig S11). SYK depletion was highly cytotoxic to the basal-like and PKC412-sensitive MDA-MB-468 cells while having a negligible effect on the resistant HCC1419 cell line (Fig 4A). Similar results were obtained in two additional basal-like and luminal cell lines (Supplementary Fig S12). Given that SYK has never been implicated as a drug target in solid tumors and has not been found mutated in breast cancer, we decided to study this interaction further.

**Figure 4:**
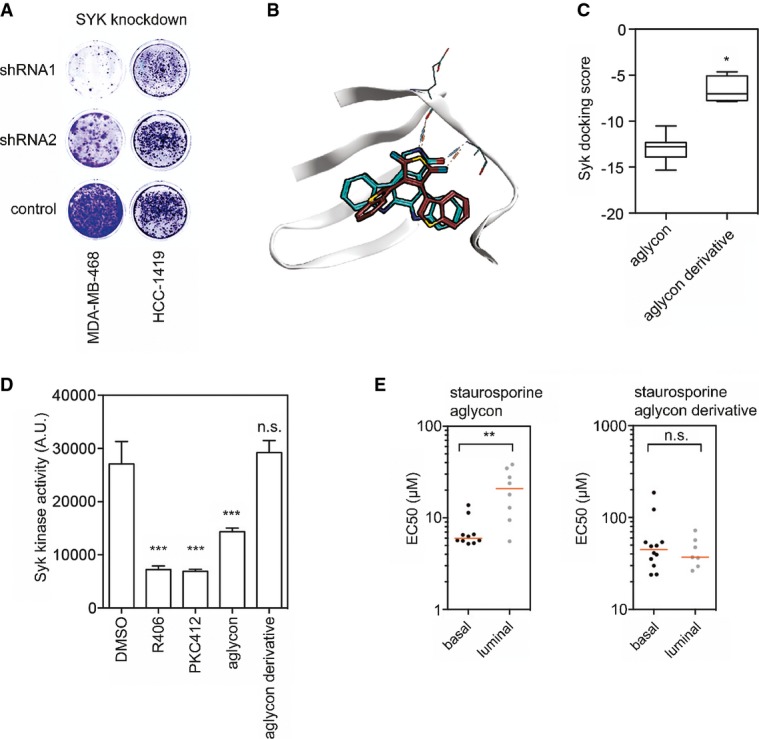
Structure–activity relationship between PKC412 analogs and SYK inhibition A MDA-MD-468 (basal-like) or HCC1419 (luminal) cells were infected with two independent SYK-shRNA or control vectors and plated at equal cell numbers. Plates were stained with crystal violet after 10 days.

B Structural representation of *in silico* docking poses of staurosporine aglycon (cyan) or a derivative lacking the closed central benzene ring (red) into the SYK kinase ATP binding pocket.

C Quantification of docking scores from (B). *P < 0.05, Mann–Whitney *U*-test.

D *In vitro* kinase assay with recombinant SYK kinase incubated with vehicle (DMSO), staurosporine aglycon, staurosporine aglycon derivative or PKC412. The SYK inhibitor R406 was used as a positive control. *n* = 4; error bars indicate standard deviation. ***P < 0.001, Mann–Whitney *U*-test. n.s. = not significant.

E EC_50_ values of a cell line panel treated with the compounds from (C). **P < 0.01. n.s. = not significant.

### SYK is a PKC412 target, and SYK knockdown and chemical inhibition target basal-like breast cancer cells

We performed structure activity relationship (SAR) analysis to further support SYK as a critical PKC412 target in breast cancer cells. Molecular docking of the central scaffold of PKC412 and a derivative into the SYK catalytic pocket indicated that the rigidity provided by the central benzene ring is an important feature for ligand binding (Fig 4B and C). This suggests that PKC412-like compounds that do not have the central benzene ring would not be potent SYK inhibitors and hence not display selectivity for the basal-like breast cancer cell lines. To test this, we synthesized a staurosporine aglycon derivative lacking the benzene ring—3,4-Bis(3-indolyl)-1*H*-pyrrole-2,5-dion, hereafter referred to as ‘staurosporine aglycon derivative’ (Supplementary Fig S13). As predicted, this compound failed to inhibit SYK kinase activity, whereas staurosporine aglycon, PKC412 and the SYK inhibitor R406 (positive control) potently inhibited SYK kinase activity (Fig 4D). Furthermore, only staurosporine aglycon displayed specificity for basal-like cells, whereas the derivative did not (Fig 4E).

R406 and BAY61-3606, two structurally unrelated and selective small-molecule inhibitors of SYK, were also specifically cytotoxic for basal-like cell lines (Fig 5A). These compounds were also more potent in killing the MMEC cells that had undergone EMT induced by TGF-β (Fig 5B and C). Ectopic overexpression of SYK in MDA-MB-468 cells and HCC70 cells partially rescued SYK inhibitor (BAY61-3606) cytotoxicity, which is consistent with the notion that this compound induces toxicity through the inhibition of SYK kinase activity (Fig 5D and Supplementary Figs S14 and S15). Thus, the inhibition of SYK explains at least part of the basal-like TBNC cell line specificity profile of PKC412. Importantly, these experiments reveal the non-oncogene addiction of a subset of breast cancer cell lines to SYK and thereby identify SYK as a novel and critical breast cancer target.

**Figure 5:**
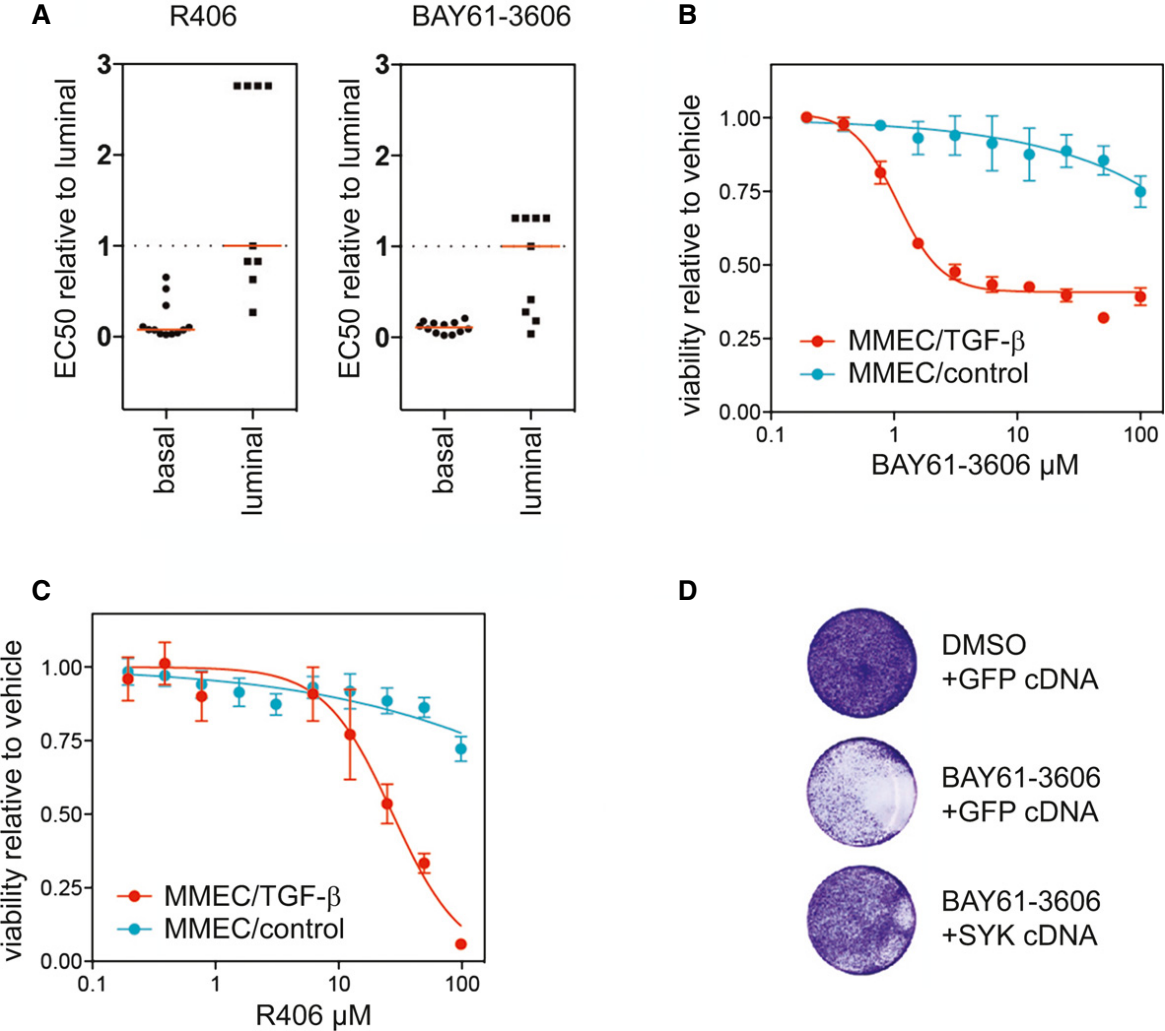
SYK kinase activity is specifically required in basal-like breast cancer cell lines A Cell line panel of basal-like (*n* = 9) and luminal cells (*n* = 10) treated with two SYK inhibitors. *P* < 0.0001 for R406 and *P* < 0.01 for BAY61-6306, Mann–Whitney *U*-test.

B Dose–response experiment with the SYK inhibitor BAY61-3606 on TGF-β- or vehicle-treated MMEC-HRAS^V12G^ cells. Data are expressed as mean ± SD, *n* = 3.

C Cells as in (B) treated with the SYK inhibitor R406. Data are expressed as mean ± SD, *n* = 3.

D MDA-MB-468 transfected with a SYK cDNA or GFP-expressing vector were treated with 10 μM BAY61-3606 for 7 days. Cells were visualized using crystal violet.

### Quantitative phosphoproteomics reveals STAT3 as a critical SYK effector

To gain insight into the molecular mechanism underlying the critical requirement for SYK activity in basal-like TNBCs, we determined the changes in protein tyrosine phosphorylation by quantitative phosphoproteomics upon chemical inhibition of SYK. MDA-MB-468 cells were exposed to vehicle (DMSO), R406 or BAY61-3606 for 6 h in duplicates. Following cell lysis and protein digestion, tyrosine-phosphorylated proteins were enriched. Next, samples were labeled with isobaric tandem mass tags (TMT, 6-plex) and analyzed by liquid chromatography mass spectrometry (Supplementary Table S4). Notably, a peptide corresponding to the transcription factor STAT3 with a phosphorylated tyrosine residue at position 705 was strongly reduced in the SYK inhibitor-treated samples (Fig 6A and Supplementary Fig S16). Tyr705 phosphorylation of STAT3 is required for its dimerization, nuclear translocation and DNA binding (Bromberg *et al*, 1999), indicating that SYK inhibitor-treated cells have reduced activity of STAT3. Inhibition of STAT3 phosphorylation upon SYK inhibition was confirmed by Western blot using a phospho-specific STAT3-Tyr705 antibody (Fig 6B). Finally, we investigated whether STAT3 down-regulation is sufficient to inhibit basal-like breast cancer cell viability. As expected, transduction of the basal-like MDA-MB-468, DU4475 and HCC70 cell lines with a shRNA targeting STAT3 resulted in a pronounced reduction of cell viability (Fig 6C and Supplementary Fig S17). In contrast, knockdown of STAT3 in the luminal cell lines ZR-75-1 and ZR-75-30, which do not respond to PKC412 and SYK inhibitors, also did not show this effect.

**Figure 6:**
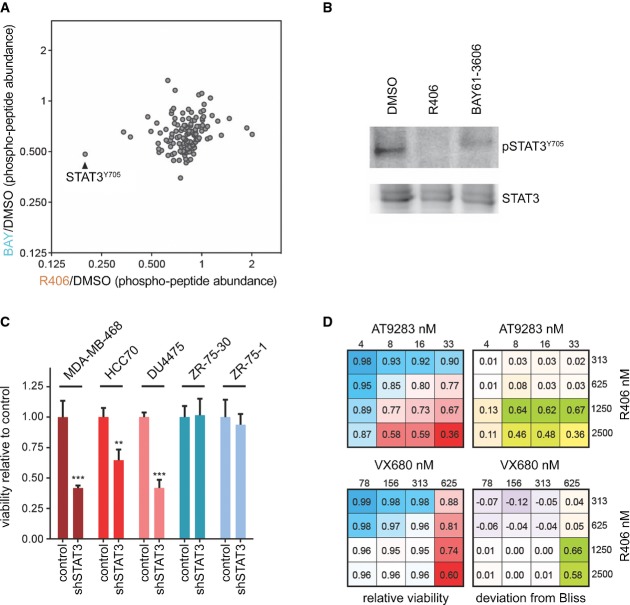
STAT3 is a critical downstream SYK effector A Quantitative phosphoproteomics of MDA-MB-468 cells treated with indicated SYK inhibitors or vehicle for 6 h. Fold change in relative phosphopeptide abundance compared to DMSO is indicated.

B Western blot of MDA-MB-468 cells treated as in (A).

C MDA-MB-468, HCC70, DU4475 (basal) or ZR-75-1, and ZR-75-30 (luminal) cells infected with STAT3 shRNA or non-targeting control shRNA were grown for 4 days, and cell viability was measured via Celltiter Glo. **P < 0.01, ***P < 0.01, two-sided Student's *t*-test. *n* = 3.

D MDA-MB-468 cells treated in dose–response matrix with SYK inhibitor R406 and two different AURKA inhibitors (AT9283 and VX680). Relative cell viability (left) and synergy as expressed by deviation from the Bliss independence model (right) are indicated.

Together, we reveal an unexpected role for the tyrosine kinase SYK in maintaining STAT3 phosphorylation in basal-like breast cancer and provide a rationale for clinically testing SYK small-molecule inhibitors in this subclass of tumors. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the dataset identifier PXD001680.

### AURKA and SYK inhibition synergizes in killing basal-like breast cancer cells

Given that AURKA was also bound by PKC412 according to our chemical proteomics data, and depletion in MDA-MB-468 cells abrogated proliferation (Supplementary Fig S8), we investigated whether simultaneous SYK and AURKA inhibition, as presented by PKC412, might show a more than additive effect. Following this polypharmacology model, one may expect that two distinct agents inhibiting these two kinases would result in synergistic impairment of growth of these BLBC cells. Furthermore, the simultaneous inhibition of multiple critical nodes may be more resilient against resistance mechanisms. We therefore performed a dose–response matrix with SYK and AURKA inhibitors and derived synergy scores by calculating the deviation from Bliss additivity (Fig 5D and Materials and Methods). The SYK inhibitor displayed strong synergy with the Aurora inhibitors AT9283 and VX680 across several concentrations. This synergy was not due to R406 inhibiting AURKA or the Aurora inhibitors targeting SYK (Supplementary Figs S18 and S19). This result suggests that simultaneous inhibition of both SYK and AURKA kinases contributes to the mode of action of PKC412. Furthermore, analysis of breast cancer patient data from The Cancer Genome Atlas (TCGA) revealed ubiquitous and elevated expression of both kinases in triple-negative patients—a patient group that is enriched for basal-like breast cancers—indicating that these targets are general co-expressed (Supplementary Fig S20). Together, these data allow us to conclude that multiple targets of PKC412 may act in concert to provide potent and specific activity toward breast cancer cells that display a mesenchymal cell state found in basal-like breast tumors.

## Discussion

The comprehensive profiling of the mutational landscape of TNBC has highlighted only few actionable drug targets in a relatively small fraction of tumors (TCGA, 2012). Therefore, the identification of alternative vulnerabilities in TNBC is critical for the development of novel therapeutic strategies. A subset of TNBCs can be distinguished by their basal-like transcriptional profile, which led us to test the hypothesis whether this specific cell state could be targeted with small molecules. Through a chemical genetic screen and a suite of drug mechanism-of-action studies, we here identify SYK-dependent STAT3 activation as a novel critical vulnerability of basal-like breast cancer cells, next to AURKA, which was previously implicated to be a potential target in BLBC (Staff *et al*, 2010). PKC412 simultaneously inhibits both kinases, causing a synergistic polypharmacology leading to apoptosis.

SYK has been shown to play a role in B-cell leukemia, where it is under investigation in a combination treatment with adjuvant chemotherapy; however, reports on the function of SYK in solid tumors are less clear (Sung *et al*, 2009). Evidence of oncogenic activity of SYK in solid tumors, including breast cancer, has not previously been demonstrated, and neither activating nor inactivating SYK mutations have been identified. Interestingly, SYK has been implicated in the regulation of cell adhesion and migration (Larive *et al*, 2009; Zhang *et al*, 2009), processes related to EMT, and suggested to act as a tumor suppressor in breast cancer (Coopman *et al*, 2000; Sung *et al*, 2009). Together, this suggests that the role of SYK in supporting or suppressing mammary tumors may be highly context dependent and requires further investigation.

A critical role for STAT3 in mammary gland development and tumorigenesis is well documented (Bromberg *et al*, 1999; Chapman *et al*, 1999; Humphreys *et al*, 2002; Dolled-Filhart *et al*, 2003). Elevated STAT3 phosphorylation levels have been reported in basal-like breast cancer cells and are required for breast tumor growth *in vivo* (Buettner *et al*, 2002; Armanious *et al*, 2010; Marotta *et al*, 2011). Furthermore, in human tumors, the highest STAT3 activity is found in CD44^−^/CD24^+^ breast cancer cells, markers associated with tumor-initiating capability, and EMT. Nonetheless, STAT3 activity is observed in other breast cancer subtypes as well, and it is rarely mutated. Several kinases have been implicated in maintaining STAT3 activity in breast cancer, including EGFR, JAK2, and Src (Garcia *et al*, 2001; Marotta *et al*, 2011). Our experiments suggest that in a subset of TNBCs, SYK kinase activity is critically required to maintain STAT3 phosphorylation. Together, this suggests that the upstream regulation of STAT3 in breast cancer cells is complex and that the requirement of individual kinases may be dependent on cell state. This concept is important for the exploitation of STAT3 dependency, as this highlights that different breast cancer subtypes require distinct targeting strategies. Our approach demonstrates that exploiting cell state rather than the mutational landscape of a subset of tumors can lead to the identification of novel treatment strategies.

## Materials and Methods

### Chemicals, genetic screen, and structural clustering

MCF10A cells were infected with a retrovirus encoding mouse Twist1 or control cDNA, and after allowing 14 days for EMT reprogramming, the cells were seeded into 384-well plates and screened against a chemical library of 20,000 chemical compounds including FDA-approved drugs, kinase inhibitors, chromatin modifiers, and a set of structurally diverse compounds (enamine) with unknown activity. The screen was performed in duplicate with 3 days of drug incubation at a concentration of 5–10 μM, depending on the compound. Quantification of viable cells was performed with Celltiter Glo (Promega). The toxic cardiac glycoside sanguinarine (Sigma-Aldrich, Darmstadt, Germany) was used as a positive control and vehicle (DMSO) as a negative control. Celltiter Glo signals were normalized per plate, and hit selection was based on a *z*-score threshold (*z*-score < −2.12) derived from the distribution of positive and negative controls. Jaccard indices were calculated from the structures of the hit compounds and were then clustered using Tanimoto similarity and distance.

PKC412 (Novartis), R406, AB1010 (masitinib), OSI-930, sunitinib, and MLN518 were obtained from Selleckchem. Go6976 and LY333531 were purchased from Tocris Bioscience. BAY61-6306 was obtained from Sigma-Aldrich. For the *in vivo* experiments, PKC412 was kindly provided by Novartis.

### Cell line panel dose–response and synergy analysis

All cell lines were obtained from the ATCC (except MMECs) and cultured in media under conditions as recommended by ATCC. A subset of 28 patient-derived cell lines from the ATCC breast cancer cell line panel was selected based on the similarity of culture conditions and equal representation of basal and luminal subtype. These cells were seeded in 384-well plates and treated with inhibitors in duplicate at 10 different concentrations in a 1:2 dilution series. Cell viability was determined via Celltiter Glo after 3 days of incubation. Results were normalized to DMSO control and displayed as a heatmap. All other dose–response experiments were performed under similar conditions in triplicate in 96-well plates. For synergy experiments, cells were seeded in 96-well plates and drugs were added in triplicate in order to obtain dose–response matrices. Cell viability was quantified using Celltiter Glo after 3 days of incubation. Synergy scores were calculated by determining deviation from Bliss additivity (Bliss, 1939) using the following formula: *E*_*xy*_ = *E*_*x*_ + *E*_*y*_ − (*E*_*x*_*E*_*y*_). Here, *E* is the effect on viability of drugs *x* and *y* expressed as a fraction of the maximum effect.

### Measurement of apoptosis and crystal violet staining

HCC1428 and MDA-MB-468 cells were treated with DMSO, 500 nM camptothecin, or 500 nM PKC412 for 16 h. Then cells were trypsinized, washed, and stained with propidium iodide and annexin V and subjected to FACS (FACSCalibur) analysis to quantify apoptotic fractions.

Cells were grown in 6-well plates until the untreated control reached near confluence. Then, the medium was removed; cells were washed with PBS and fixed using 3.7% paraformaldehyde (PFA). After the removal of PFA, a solution of 0.1% crystal violet in 5% ethanol was added and cells were stained overnight. The next day, staining solution was removed, wells were washed extensively, and images were taken.

### Chemical proteomics and synthesis of 3,4-Bis(3-indolyl)-1*H*-pyrrole-2,5-dion

PKC412 was linked to beads in order to perform affinity chromatography in MDA-MB-468 cell lysates. Pull-downs in lysates were performed with beads only, PKC412-coupled beads (PCB), PCB with the addition of PKC412 (self-competition), and PCB with the addition of LY333531 (competition with non-active compound). Beads were washed, eluted, and treated with trypsin. Peptides corresponding to proteins bound to the beads were identified via mass spectrometry.

3,4-Bis(3-indolyl)-1*H*-pyrrole-2,5-dion was synthesized following a published procedure (Davis *et al*, 1992). Briefly, indole (500 mg, 4.3 mmol) dissolved in benzene (7 ml) was treated with methylmagnesium iodide (1.4 ml of a 3 M solution in diethyl ether), and the resulting solution was stirred at room temperature under an argon atmosphere for 30 min. Dibromomaleimide (300 mg, 1.2 mmol) was added, and the mixture was heated to reflux for 48 h, cooled, and evaporated to dryness. The residue was partitioned between dichloromethane and 2 M HCl. The dichloromethane extract was separated and dried over sodium sulfate, and the combined organic extracts were evaporated to dryness. The resulting residue was subjected to preparative high-pressure liquid chromatography using water 0.1% formic acid/methanol:isopropanol (2:8) as eluant (column: Sunfire Prep.C_18_, 5 μm, 10 × 50 mm, flow: 12 ml/min). After lyophilization, the product could be obtained as red solid in a 30% yield (98 mg, 1.3 mmol). High-pressure liquid chromatography was performed on a Waters 1525 EF binary HPLC pump equipped with a Waters 2998 photodiode array. Mass spectra were recorded on a Waters Xevo TQ system in the electron-positive mode, confirming purity. Lyophilization was performed on a Christ Freeze Dryer Alpha 1-2 LD.

### Western blotting

Cells were treated with compounds for 6 h, and whole-cell lysates were separated on 4–12% SDS–PAGE precast gels (LifeTech). Proteins were transferred to PVDF membranes and subsequently blocked with iBlock (Invitrogen) for 30 min. Then primary antibody was added overnight at 4°C, and after washing with PBS with 1% Tween (PBS-T), secondary HRP-coupled antibody was incubated for 45 min. Blots were once again washed with PBS-T and soaked with ECL substrate (Western Lightning Plus-ECL), and signals were detected with an imaging system (MF-ChemBIS 3.2; DNR Bio-Imaging Systems). Specific proteins were detected using anti-phospho SYK (Cell Signaling Technology #2711) or total SYK protein (Cell Signaling Technology #2712).

### RNA sequencing

MDA-MB-468 cells and ZR75-1 cells were treated with DMSO or PKC412 (1 μM) in triplicate for 6 h. After treatment, RNA was extracted and sequencing libraries for HiSeq2000 were generated using the Truseq 2.0 kit (Illumina). Raw sequencing data were aligned to the human genome, and FPKM values were calculated using a custom analysis pipeline established in-house. Subsequent KEGG pathway enrichment analysis of genes displaying greater than threefold change was performed with the online tool DAVID (http://david.abcc.ncifcrf.gov/). Raw data are accessible at Gene Expression Omnibus (accession number GSE63721).

### Protein–protein interaction network analysis

A network of all known human protein–protein interactions was assembled using available online data from several databases (IntAct, MINT, HPRD, BioGRID, DIP, InnateDB, CORUM). Database versions were the most recent available at the time of generating this integrated network (July 24^th^, 2012). The obtained network was comprised of 13,101 proteins and 127,064 interactions (edges). Basal and luminal-specific networks were obtained by intersecting this generic network with expressed genes (FPKM > 0.1) in the respective cell line RNA-seq data. 

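Counted from the FPKM values, 14703 genes had a mean above 0.1 over the 5 samples of MDA-MB-468. The number lay between 13439, when each of the 5 samples had to exceed 0.1, and 15457, when a single sample was enough. Over the DMSO samples alone it was 14290. Both lines expressed 13224 genes by the mean over their samples, and 1479 genes were expressed only in MDA-MB-468. The intersection with the interaction network was not recomputed, since the databases are not in the files analysed here.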

In basal MDA-MB-468 cells, we found 14,721 genes to be expressed, which resulted in a basal network comprised of 9,096 proteins connected by 103,937 edges after intersection with the generic network. Luminal ZR75-1 cells (14,314 genes expressed) yielded a luminal network comprised of 8,966 proteins linked by 103,733 edges. 

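For ZR75-1, 14313 genes had a mean FPKM above 0.1 over its 5 samples, and 1089 of these were not expressed in MDA-MB-468 by the same measure. A value above 0.1 in every sample was found for 12586 genes and in at least 1 sample for 15160. With each sample left out in turn, the number of expressed genes stayed between 14094 and 14361.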

We devised *ad hoc* edge weights based on mRNA expression fold change measured upon PKC412 versus DMSO treatments in each cell line. We reasoned that the existence of an edge linking two proteins A and B was an indication of concerted activity (Lage *et al*, 2008), and when both proteins were regulated, this augmented the relevance of this interaction in the context of drug treatment. Each edge was hence weighted according to

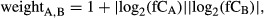
1

where fC_A_ denotes the RNA expression-level fold change of protein A.

Individual drug targets were assigned strengths of interaction with the drug taking the ratio of spectral counts in the immobilized compound versus free compound competition experiments. Using those strengths, we estimated PKC412 treatment impact by means of probabilities resulting from a diffusion process with the targets as seeds. Namely, seeds were assigned initial probabilities summing to 1 and proportional to the interaction strengths. A random walk with restart probability α = 0.3 was applied to diffuse this initial distribution over the network combining its cell line-dependent topology and edge weights. The probabilities assigned to each node of the network were the asymptotic probabilities of the random walk (Colinge *et al*, 2012). Repeating this procedure for 100 randomly chosen targets with identical strengths, we pooled the asymptotic random probabilities and determined the top 5% nodes of the true asymptotic distribution (top 0.5% only represented in Fig 3D for readability). GO terms were scored by setting below 95% node probabilities to 0 (to limit noise) and summing all probabilities over nodes in each GO term. Repeating this procedure for 1,000 random selections of the same number of proteins as annotated in each GO term, we obtained *P*-values for the GO terms. Multiple hypothesis correction (Benjamini–Hochberg) was applied and terms selected at false discovery rate 5% to obtain Supplementary Table S3.

Estimation of the impact of individual PKC412 targets was obtained by recomputing GO term scores as above, one target being removed and the seed probabilities of the remaining ones renormalized to sum up to one; Log_10_ ratios of GO term scores were employed to generate the heatmaps of Fig 3E and Supplementary Fig S7.

### Mouse xenografts

Patient consent for tumor use in animals was obtained under a protocol approved by the Vall d'Hebron Hospital Clinical Investigation Ethical Committee and Animal Use Committee. Tumors were subcutaneously implanted in 6-week-old female HsdCpb:NMRI-Foxn1nu mice (Harlan Laboratories, Italy). After tumor graft growth, tumor tissue was re-implanted into recipient mice, which were randomized upon implant growth.

For the patient-derived basal-like and Cal51 tumor grafts, animals were randomized in 6–8 mice per group when tumor volumes reached 100–200 mm^3^. Mice were treated with PKC412 (100 mg/kg) or vehicle. Tumor grafts were measured with calipers, and tumor volumes were determined using the formula: (length × width^2^) × (π/6). At the end of the experiment, animals were sacrificed by CO_2_ inhalation. Tumor volumes are plotted as mean ± SE.

Difference between PKC412-treated and vehicle-treated tumors was determined by calculating the Akaike information criterion (AIC) statistics in GraphPad Prism 5.

### Molecular docking

The X-ray structure of SYK co-crystallized with staurosporine (PDB code: 1XBC; Atwell *et al*, 2004) was downloaded from the RCSB protein data bank (Bernstein *et al*, 1977) and prepared using the pdb2 receptor tool of Open Eye's OEDocking suite (Ref. OEDocking version 3.0.1. OpenEye Scientific Software, Santa Fe, NM, http://www.eyesopen.com). Potential 3D conformations of the ligands, staurosporine aglycon and its flexible derivative, were calculated using the program OMEGA (Hawkins *et al*, 2010; Hawkins & Nicholls, 2012) (Ref. OMEGA version 2.5.1.4. OpenEye Scientific Software, Santa Fe, NM, http://www.eyesopen.com) and stored in a multi-conformer database. Because of the availability of the co-crystal structure of SYK with staurosporine, the docking program HYBRID, implemented in the OEDocking suite, was selected for the molecular docking study. This tool takes advantage of bound ligand information for pose prediction, which results in improved docking results (McGaughey *et al*, 2007). Choosing the highest docking resolution, the precalculated ligand conformations were docked sequentially into the prepared protein structure, generating 100 docking poses per ligand.

As we assumed the binding mode of the aglycon to be analogous to the one of staurosporine, the poses were prefiltered for the interactions known to be important for staurosporine binding (H-bonds to Ala451 and Glu449, depicted in Fig 4A). By that, ligand poses showing wrong orientations in the binding site could be ruled out. The scoring function Chemgauss4 was used for estimating the binding energies of the resultant binding hypotheses.

### *In vitro* Syk kinase assay

*In vitro* kinase activity was measured using the SYK Kinase Enzyme System (Promega). Recombinant SYK protein was incubated with vehicle (DMSO), PKC412 (250 nM), staurosporine aglycon (250 nM), staurosporine aglycon derivative (250 nM), or the SYK inhibitor R406 (250 nM) according to the manufacturer's protocol, and kinase activity was measured using a luminescence reader (Victor 3; Perkin Elmer).

### Lentivirally mediated depletion and overexpression of SYK cDNA

Targeting shRNA sequences for STAT3 (targeting sequence: GCACAATCTACGAAGAATCAA), SYK (1:GCAGGCCATCATCAGTCAGAA, 2:CGACAAAGACAAGACAGGGAA), and FER (1:CAAACATTCCTCAACTTATAG, 2:CAGAACAACTTAGTAGGATAA) were obtained from the TRCN database (http://www.broadinstitute.org/rnai/public/gene/search) and cloned into the lentiviral vector pLKO.1 using AgeI and EcoRI restriction sites. Identity of cloned vectors was verified by sequencing, and lentiviral particles were produced by calcium phosphate transfection of the vectors along with the packaging plasmids into HEK293T cells. GFP was used as a transfection control. Two days after transfection, virus-containing supernatant was harvested, centrifuged at approximately 140 *g* for 10 min, and filtered to remove HEK293T cells from the supernatant. Target cells were infected with the virus-containing supernatant in the presence of polybrene (final concentration 8 μg/ml). Infected cells were selected using puromycin (2 μg/ml; Sigma-Aldrich). For overexpression/rescue experiments, a SYK cDNA in a retroviral vector was obtained from Addgene (pWZL Neo Myr Flag SYK) and retroviral supernatant was produced analogous to the lentiviral virus production only substituting the polymerase packaging vector for a retroviral one.

### Quantitative liquid chromatography/mass spectrometry analysis of phosphotyrosine-enriched peptides

Total cell extract was prepared by lysing 1× PBS-washed cells in 5 ml 8 M urea lysis buffer containing PhosSTOP phosphatase and complete protease inhibitor cocktails (Roche Diagnostics GmbH, Mannheim, Germany). 5 × 15 cm culture dishes were used per condition. Cell extraction and DNA shearing was assisted by sonication (S2X; Covaris Inc) and cell debris pelleted by centrifugation at 20,000 *g* for 5 min at 4°C. The supernatant was removed and protein concentration determined using the 660 nm protein assay (Pierce; Thermo Fisher Scientific, Waltham, MA, USA). A total of 6 mg protein per condition was reduced with DTT (10 mM), alkylated with iodoacetamide (55 mM), and digested with modified porcine trypsin (1:100; Promega Corp., Madison, WI, USA) at 37°C for approximately 24 h. Quenched peptide digest was extracted by solid-phase extraction using Sep-Pak classic C18 cartridges (Waters Corporation, Milford, MA, USA). The eluate was lyophilized and peptides resuspended in 100 mM Tris–HCl, pH 7.4, containing 0.3% NP-40 and phosphotyrosine-containing peptides enriched by immuno-precipitation using equal amounts of the anti-phosphotyrosine antibodies PT66 (Sigma-Aldrich GmbH), P-Tyr-100 (Cell Signaling Technologies Inc, Danvers, MA, USA), and 4G10 (Millipore, Billerica, MA, USA) conjugated to G Sepharose beads (GE Healthcare, Uppsala, Sweden). The immunoprecipitation was performed for 12 h, the beads washed, and the peptides eluted with 5% formic acid. After lyophilization to remove formic acid, peptides were labeled with TMT 6-plex reagents (Pierce; Thermo Fisher Scientific Inc) as follows: DMSO control (TMT labels 126 and 129); inhibitor R406, 250 nM (TMT labels 127 and 130); and inhibitor BAY61-3606 (TMT labels 128 and 131), 250 nM. The subsequently pooled sample was additionally enriched for phosphotyrosine-containing peptides using a modified IMAC procedure (Ficarro *et al*, 2009). The final sample was analyzed as a single injection on a hybrid linear trap quadrupole (LTQ) Orbitrap Velos mass spectrometer (Thermo Fisher Scientific) using the Xcalibur version 2.1.0.1140 coupled to an Agilent 1200 HPLC nanoflow system via a nano-electrospray ion source using liquid junction (Proxeon, Odense, Denmark). The analyses were performed in a data-dependent acquisition mode using a top 10 hybrid method with a collision-induced dissociation (CID) MS^2^ event followed by a high-energy C-trap dissociation (HCD) MS^2^ event for each selected precursor ion. Acquired RAW data were analyzed by the Proteome Discoverer 1.4.0.288 platform integrating MASCOT, phosphoRS, and target decoy PSM validator software modules. Database search was performed against the human SwissProt database (sp_human_v2013.1) with the following parameters: fixed modification of carbamidomethylation (C); variable modification of oxidation (M) and phosphorylation (S, T and Y); two miscleavage sites; search tolerance of 10 ppm on precursor; and 0.6 or 0.1 Da on fragment ions for CID and HCD, respectively. Actual strict false discovery rate was calculated to be below 1%. Relative quantitation was calculated by taking the ratios of TMT reporter ion intensities. Identification and quantitation were assessed manually for selected phosphopeptides.

# Supplementary material for: Targeting a cell state common to triple-negative breast cancers
**Source:** Mol Syst Biol. 2015 Feb 19;11(2):789. doi: 10.15252/msb.20145664
**Supplement:** Supplementary file 5

# Supplementary Figure 5

| enriched pathways in MDA-MB-468 (basal) after treatment with PKC412 |                                        |          |           |
|---------------------------------------------------------------------|----------------------------------------|----------|-----------|
| Category                                                            | Term                                   | P-Value  | Benjamini |
| KEGG_PATHWAY                                                        | Cytokine-cytokine receptor interaction | 6.20E-04 | 8.10E-02  |
| KEGG_PATHWAY                                                        | Apoptosis                              | 9.60E-04 | 6.40E-02  |
| KEGG_PATHWAY                                                        | NOD-like receptor signaling pathway    | 9.40E-03 | 3.50E-01  |
| KEGG_PATHWAY                                                        | Small cell lung cancer                 | 1.10E-02 | 3.30E-01  |
| KEGG_PATHWAY                                                        | Axon guidance                          | 1.30E-02 | 3.10E-01  |
| KEGG_PATHWAY                                                        | Chemokine signaling pathway            | 2.20E-02 | 3.90E-01  |
| KEGG_PATHWAY                                                        | Pathways in cancer                     | 3.10E-02 | 4.60E-01  |
| KEGG_PATHWAY                                                        | TGF-beta signaling pathway             | 4.30E-02 | 5.30E-01  |
| KEGG_PATHWAY                                                        | p53 signaling pathway                  | 4.90E-02 | 5.40E-01  |
| KEGG_PATHWAY                                                        | Regulation of actin cytoskeleton       | 5.20E-02 | 5.20E-01  |
| KEGG_PATHWAY                                                        | Focal adhesion                         | 7.20E-02 | 6.10E-01  |
| KEGG_PATHWAY                                                        | Cell cycle                             | 7.50E-02 | 5.90E-01  |
| KEGG_PATHWAY                                                        | Jak-STAT signaling pathway             | 8.60E-02 | 6.10E-01  |
| KEGG_PATHWAY                                                        | Pathogenic Escherichia coli infection  | 8.60E-02 | 5.90E-01  |
| KEGG_PATHWAY                                                        | MAPK signaling pathway                 | 9.40E-02 | 5.90E-01  |

| enriched pathways in ZR-75-1 (luminal) after treatment with PKC412 |                                         |          |           |
|--------------------------------------------------------------------|-----------------------------------------|----------|-----------|
| Category                                                           | Term                                    | P-Value  | Benjamini |
| KEGG_PATHWAY                                                       | Colorectal cancer                       | 3.10E-03 | 2.80E-01  |
| KEGG_PATHWAY                                                       | Neuroactive ligand-receptor interaction | 1.10E-02 | 4.30E-01  |
| KEGG_PATHWAY                                                       | GnRH signaling pathway                  | 2.90E-02 | 6.50E-01  |
| KEGG_PATHWAY                                                       | Dorso-ventral axis formation            | 3.60E-02 | 6.10E-01  |
| KEGG_PATHWAY                                                       | Pancreatic cancer                       | 5.50E-02 | 6.90E-01  |
| KEGG_PATHWAY                                                       | Phosphatidylinositol signaling system   | 5.80E-02 | 6.50E-01  |

# Supplementary material for: Targeting a cell state common to triple-negative breast cancers
**Source:** Mol Syst Biol. 2015 Feb 19;11(2):789. doi: 10.15252/msb.20145664
**Supplement:** Supplementary file 7

Heatmap showing the enrichment of Gene Ontology (GO) terms across 11 genes. The genes are clustered on the left, and the GO terms are listed on the right. The color scale ranges from red (high enrichment) to gray (low enrichment).

Genes (Columns): FER, SYK, AURKA, MARK2, TNK1, PRKAA1, CAMK2G, CAMK2D, TBK1, IKBKE, PHKG1.

GO Terms (Rows):

- GO:0048856 anatomical structure development
- GO:0030154 cell differentiation
- GO:0048870 cell motility
- GO:0040011 locomotion
- GO:0008283 cell proliferation
- GO:0007155 cell adhesion
- GO:0007049 cell cycle
- GO:0007010 cytoskeleton organization
- GO:0000902 cell morphogenesis
- GO:0006464 protein modification process
- GO:0007165 signal transduction
- GO:0002376 immune system process
- GO:0006950 response to stress
- GO:0008219 cell death

# Supplementary material for: Targeting a cell state common to triple-negative breast cancers
**Source:** Mol Syst Biol. 2015 Feb 19;11(2):789. doi: 10.15252/msb.20145664
**Supplement:** Supplementary file 27

**Supplementary Figure and Table Legends**

**Figure S1 | Quantification of MMEC-Ras^V12^ cells pre-treated with TGF and incubated with PKC412**

MMEC-HRAS^V12G^ cells treated with TGF-β (10ng/µL) or vehicle for 14 days to induce a mesenchymal phenotype. Then cells were treated with PKC412 (500nM) for 7 days and stained with crystal violet. Stains were quantified by photometry at 595nm after extraction with 50% ethanol/1% acetic acid. (mean ± sd; n = 3; t-test two sided)

**Figure S2 | PKC412 induces apoptosis in HCC70 but not ZR-75-1 cells**

Basal HCC70 and luminal ZR-75-1 cells were treated with DMSO, 250nM and 500nM PKC412 or left untreated for 16h and were harvested for western blot. An increase in cleaved caspase3 (Cell Signaling #9661S) was seen in HCC70 but not ZR-75-1 cells.

**Figure S3 | Canonical PKC412 target analysis on breast cancer cell line panel.**

Dose-response curves for indicated compounds inhibiting canonical PKC412 targets on selected basal-like (red lines) and luminal (blue lines). Indicated is the mean viability (n=3) for each dose point after 96 hour compound treatment. Shown is a representative experiment performed at least three times. (mean, curve fit using "sigmoidal fit" model in graphpad prism, n >= 3).

**Figure S4 | PKC412 selectively kills triple negative breast cancer cells.**

The indicated cell lines were treated with PKC412 or the non-selective analog LY333531 in dose-response. Cell lines are sorted by the expression of HER2, ER and PR (blue boxes). Cell viability (celltiter glo) is displayed and white to red shading indicates decreasing viability. (mean, n = 2 for each data point obtained, Mann-Whitney test)

**Figure S5 | Transcriptome and KEGG pathway analysis after PKC412 treatment.**

Transcriptomes of basal-like (MDA-MB-468) or luminal (ZR-75-1) cells treated with PKC412 (500nM, 6 hours) or DMSO was determined using RNA-seq. 

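An enrichment of this kind asks whether a pathway has more members among the changed genes than a set of the same size drawn from a background would have, and its p-value depends on the background and on the version of the pathway list. Supplementary Fig S5 lists KEGG pathways for the genes changed more than 3-fold in each line, with the p-value of each and its value after correction for the number of pathways tested. The same test was made here for 1 pathway only, with a list of 87 apoptosis genes written from memory. With all 23426 genes of the files as the background in place of 14789 expressed or changed genes, the odds ratio in MDA-MB-468 was 3.674 in place of 2.731 (Fisher's exact test, p = 0.0001668 and p = 0.002464), for the same 13 genes.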

KEGG pathway enrichment was calculated with the DAVID online tool for all genes up or downregulated more than 3 fold. P values and false discovery rates (Benjamini score) are indicated.

**Figure S6 | Expression of PKC412 targets in breast cancer cells.**

Expression levels (FPKM) for each of the eleven candidate PKC412 targets in basal-like (MDA-MB-468) or luminal (ZR-75-1) cell lines upon DMSO or 500 nM PKC412 for 6 hours. (mean ± sd, n = 3)

**Figure S7 | Gene Ontology heatmap of in silico protein-protein network perturbations.**

Heatmap showing the impact of the individual PKC412 targets on the indicated GO-terms. Red represents reduced association with the GO term, therefore indicating potentially essential targets. Grey represents dispensable targets.

**Figure S8 | Knockdown of FER in breast cancer cell lines.**

(**a**) Basal MDA-MB-468 or luminal HCC-1419 cells were infected with two independent hairpins for FER, AURKA or vector controls. Cells were stained with crystal violet 6 days after infection. (**b**) Basal (red) or luminal (blue) cell lines were treated with AURKA inhibitors VX680 or AT9283 at the indicated concentrations and cell viability was measured with celltiter-Glo after 3 days. (mean ± sd, n=3)

**Figure S9 | Chemical IKBKE inhibition in breast cancer cell lines.**

Three basal (red) and three luminal (blue) cells were treated with the IKBKE inhibitor Amlexanox for 3 days. Cell viability was measured with celltiter glo. Shown is a representative experiment (mean ± sd, curve fit using "sigmoidal fit" model in graphpad prism, n=3).

**Figure S10 | Western blot for p-Syk^Y525/526^ after PKC412 treatment**

MDA-MB-468 cells were treated with PKC412 at 1µM for 8h, lysed and probed with anti-phospho Syk^Y525/526^ or Actin.

**Figure S11 | Knockdown of Syk via short hairpin RNA**

MDA-MB-468 cells were infected with a vector encoding shRNAs against SYK, empty vector or left uninfected. qRT PCR (bar graphs) and a western blot was performed 48h after infection to verify efficient knockdown. (mean ± ds, n = 3)

**Figure S12 | Knockdown of SYK phenocopies Syk kinase inhibitor treatment**

HCC70, DU4475 (basal) or ZR-75-1 and ZR-75-30 (luminal) cells were infected with SYK shRNA 1 or non-targeting control shRNA, were grown for 4 days and cell viability was measured via Celltiter Glo. Basal cell lines were significantly more sensitive (mean ± sd, n = 3, students t-test two sided, p < 0.001 in both cases, luminal n.s.).

**Figure S13 | MS spectrum of the synthesized staurosporin aglycon derivative**

HPLC-MS spectra were recorded in the electron-positive mode to confirm purity.

**Figure S14** **| Overexpression of SYK rescues MDA-MB-468 sensitivity to Syk inhibition.**

MDA-MB-468 cells transfected with a SYK cDNA or GFP expressing vector were treated with 10µM BAY61-3606 for 7 days. Cells were stained using crystal violet. Photometric quantification at 595nm was performed after extraction with 50% ethanol/1% acetic acid. (mean ± sd, n = 3, students t-test two sided)

**Figure S15** **| Overexpression of SYK rescues HCC70 sensitivity to Syk inhibition.**

HCC70 cells transfected with a SYK cDNA or GFP expressing vector were treated with 10µM BAY61-3606 for 7 days. Cells were stained using crystal violet. Photometric quantification at 595nm was performed after extraction with 50% ethanol/1% acetic acid. (mean ± ds, n = 3, students t-test two sided)

**Figure S16** **| Raw MS data for the identification of the STAT3^Y705^ site.**

Peptide fragmentation sites are indicated.

**Figure S17** **| Western blot showing SYK and AURKA inhibitors on p-aurora**

MDA-MB-468 cells were treated with indicated drugs at 10µM concentration for 16h, lysed and probed with anti-phospho AURKA(Thr288)/B(Thr232)/C(Thr198) antibody (Cell Signaling #2914) or anti-actin.

**Figure S18** **| Western blot showing knockdown of STAT3**

MDA-MB-468 cells were infected with a vector encoding shRNAs against STAT3 or empty vector. Western blot was performed 48h after infection to verify efficient knockdown.

**Figure S19** **| Western blot showing SYK and AURKA inhibitors on p-SYK^Y525/526^**

MDA-MB-468 cells were treated with indicated drugs at 1µM and 10µM for 16h, lysed and probed with anti-phospho SYK^Y525/526^ or SYK.

**Figure S20** **| TCGA Data shows that both SYK and AURKA are expressed in TNBCs**

Breast cancer data from the cancer genome atlas (http://cancergenome.nih.gov/) was downloaded on 25.09.2014. The initial 2,205 cases were filtered by availability of transciptomics data and status information on ER, PR and HER2. 376 cases remained which were split into triple negative (TNBC, no expression of ER and PR and no overexpression of HER2; n = 55) or non-triple negative cases (n = 321). mRNA Expression of Aurora Kinase A, Spleen Tyrosine Kinase and Ubiquitin C (used as a positive control for expression). Mann-Whitney U-test. Bottom panel: scatter plot between AURKA and SYK mRNA expression. TNBC are indicated as red dots.

**Table S1 | Chemical genetic screen results.**

MCF10A-Twist1 and control MCF10A cell line specific cytotoxic compounds from the screen. Z-scores are indicated.

**Table S2** **| PKC412 chemical proteomics.**

Peptide counts from chemical proteomics pulldowns in MDA-MB-468 cell lysate with immobilized PKC412 either uncompeted or competed with PKC412 itself or the unselective structural analog LY333531. Peptide counts per protein for each replicate are indicated.

**Table S3 | Gene Ontology analysis of protein-protein interaction network around the PKC412 chemical proteomics targets.**

Indicated are all significantly enriched GO biological processes.

**Table S4 | Phosphoproteomics of SYK inhibitor treated MDA-MB-468 cells.**

Results from the tyrosine phosphoproteomics experiment using two different SYK inhibitors or vehicle (DMSO) on MDAMB468 cells

# Supplementary material for: Targeting a cell state common to triple-negative breast cancers
**Source:** Mol Syst Biol. 2015 Feb 19;11(2):789. doi: 10.15252/msb.20145664
**Supplement:** Supplementary file 28

# Targeting a cell state common to Triple Negative Breast Cancers

Markus K Muellner, Barbara Mair, Yasir Ibrahim, Claudia Kerzendorfer, Hannelore Lechtermann, Claudia Trefzer, Freya Klepsch, André C Müller, Ernestine Leitner, Sabine Macho-Maschler, Giulio Superti-Furga, Keiryn L Bennett, Jose Baselga, Uwe Rix, Stefan Kubicek, Jacques Colinge, Violeta Serra and Sebastian MN Nijman

---

## Review timeline:

|                           |                   |
|---------------------------|-------------------|
| Submission date:          | 06 August 2014    |
| Editorial Decision:       | 10 September 2014 |
| Additional Correspondence | 13 October 2014   |
| Revision received:        | 09 December 2014  |
| Editorial Decision:       | 07 January 2015   |
| Revision received:        | 16 January 2015   |
| Accepted:                 | 22 January 2015   |

---

Editor: Maria Polychronidou

## Transaction Report:

(Note: With the exception of the correction of typographical or spelling errors that could be a source of ambiguity, letters and reports are not edited. The original formatting of letters and referee reports may not be reflected in this compilation.)

---

1st Editorial Decision

10 September 2014

---

Thank you again for submitting your work to Molecular Systems Biology. We have now heard back from two of the three referees whom we asked to evaluate your manuscript. Since their recommendations are rather similar, I prefer to make a decision now rather than further delaying the process. As you will see from the reports below, the reviewers acknowledge that the presented findings are potentially interesting. However, they list a number of concerns and make suggestions for modifications, which we would ask you to carefully address in a revision of the manuscript.

Without listing all the points listed below, some of the more substantial issues raised by reviewer #1 are the following:

- Further analyses demonstrating the direct inhibition of SYK by PKC412 need to be included.
- The clinical relevance of the presented findings should be demonstrated.
- Additional controls, replicates and quantitative analyses are required in order to better support the main conclusions.

On a more editorial level we would like to encourage you to provide the Source Data for the figures/panels that show essential quantitative information. Additional information regarding source data is available in the "Author Guidelines" section in our website <http://msb.embopress.org/authorguide#a3.4>.

When you resubmit your manuscript, please download our CHECKLIST

(<<http://msb.embopress.org/sites/default/files/additional-assets/EMBO%20Press%20Author%20Checklist%20MSB.xlsx>>) and include the completed form in your submission. For convenience reasons, the CHECKLIST is also attached below.

If you feel you can satisfactorily deal with these points and those listed by the referees, you may wish to submit a revised version of your manuscript. Please attach a covering letter giving details of the way in which you have handled each of the points raised by the referees. A revised manuscript will be once again subject to review and you probably understand that we can give you no guarantee at this stage that the eventual outcome will be favorable.

## REFeree REPORTS

Reviewer #1:

### Summary

In this article, Muellner et al. discovered a chemical inhibitor that displayed selective growth inhibition of triple negative breast cancer (TNBC) cells in vitro. This inhibitor, PKC412, displayed potent inhibition, pro-apoptotic and anti-tumor effects on subsets of TNBC and normal mammary epithelial cells as well as a patient-derived xenograft that displayed an EMT phenotype. Using a chemical proteomic screen, the authors go on to show that PKC412 selectively inhibited a subset of kinases including Aurora kinase A, FER tyrosine kinase, and SYK tyrosine kinase explaining the proposed mechanism of action of this new drug. To narrow down the target list, the authors performed a diffusion process algorithm that computationally predicts the probability of each PKC412 target, when removed, to perturb the enriched biological processes. Removal of SYK tyrosine kinase had a significant effect on the biological processes justifying further functional analysis of this kinase. The authors go on to provide functional data that genetic and pharmacologic SYK inhibition reduces TNBC viability but not luminal-like breast cancer cells in part through reduction in STAT3 activation.

Overall, the manuscript is well written, easy to follow, and provides intriguing data that co-targeting of SYK and Aurora Kinase A in TNBC may be a viable therapeutic opportunity clinically. The paper is stronger in terms of its chemical genetics than its systems biology. The data presented as is displays only indirect data on whether the primary target of PKC412 is indeed SYK, and direct inhibition of SYK is not measured. Without data supporting that SYK activity is directly diminished by PKC412 or that SYK and Aurora Kinase A are co-expressed in clinical tissues, the enthusiasm is somewhat diminished. Several critical data components are underpopulated, with problems such as no replicates, only one cell line of each class tested, no quantitation, lack of exact EC50 values being stated (Fig 2a). Without strong quantitative and statistical analysis, and the inclusion of additional lines and xenografts, several of the conclusions of the paper are currently tenuous. The manuscript could be made stronger by addressing the following points:

Major points that need to be addressed:

1. The critical Figure 4a is non quantitative, has only one replicate tested, has only one cell line tested in each category, and is thus inconclusive. Other figures also share this overall concern (Figures 5D, 1D), and others also suffer from only testing one cell from each category (Figure 6C).
2. To connect the authors' findings to the clinic, it would be helpful to show that SYK and Aurora kinase A protein and STAT3 phospho activation are co-occurring in TNBC and not in other breast cancer subtypes. The authors could do this via IHC or western blot analysis of clinical tissues. This would help to solidify their conclusions that this combination would be beneficial only in that subtype supporting the important concept of personalized medicine.
3. No negative control (luminal) tumor is used in the xenograft experiments. What if the drug is affecting, for example, tumor vasculature rather than the tumor?
4. Tumor growth was significantly affected based on the statistical analysis, but it is an overstatement to say it is a pronounced effect. It can be stated that the drug is slowing tumor growth,

but the relevance of this arguably minor effect in a mouse model in the context of cancer patient treatment is unclear.

5. The finding of PKC412 sensitivity of TNBC and the proposed kinase targets is informative. However, as the paper is written it is important to show that PKC412 is actually inhibiting SYK activity in cells. The authors present data in Supplemental Figure 11 that a different SYK inhibitor, R406, does indeed inhibit SYK activity in cells but do not show results for PKC412. While the authors have genetic data supporting SYK function in their models, and in vitro kinase activity assays for SYK inhibition by PKC412 (Fig. 4d), it would be important to also show that SYK phosphorylation is indeed reduced with this the new drug.

Minor points that need to be addressed:

1. Please include the phosphoresidues evaluated via western blot for both Aurora Kinase A and SYK in Supplemental Figures 10 and 11.
2. Can the authors comment on why a subset of TNBC cell lines are completely refractory to PKC412? This may be an interesting subtype within TNBC that PKC412 distinguishes or that has not been previously appreciated before or characterized.
3. The synergy score deviation from Bliss is not defined, explained in terms of how to interpret, nor is a reference provided.
4. The term non-oncogene addiction is used without any definition.
5. IN the discussion of the inhibitors, clarify if midostaurin is still considered broad spectrum in comparison to staurosporin.
6. Fig. 2c, only one sensitive line is tested in the apoptosis assay.
7. Specific numerical values should be quoted in the sentence "The EC50 for PKC412 that we observed for several cell lines was well below the reported plasma concentration in phase I trial patients<sup>22,23</sup>, indicating that this drug is active at a clinically achievable concentration."
8. No numerical values are provided in Fig. 2a. In the statement "Sensitivity varied dramatically across the cell line panel (Fig. 2a): several cell lines were refractory to PKC412 even at the highest concentration tested (50uM), whereas others were strongly inhibited and displayed half maximal effective concentration (EC50) values in the nanomolar range" the use of nanomolar range is too vague since this potentially covers three orders of magnitude. Similar issue for Supplementary Figure 1.
9. Fix the discrepancy between "whereas IKBKE (also known as IKK-epsilon) removal reduced the relationship only with apoptosis" and the figure that shows a change in the GO term "cell death" since cell death is a more general term than apoptosis.
10. "Our approach demonstrates that exploiting the transcriptomic landscape rather than the mutational landscape". The authors have not demonstrated that it is the transcriptomic landscape as opposed to some other regulatory level that is the main level of regulation responsible for the results they have observed.
11. Supplemental Fig. 11 legend says the dose used was 10 uM, but the figure annotation (triangle) indicates two different doses were used in some cases.

Reviewer #2:

The manuscript by Mueller et al. analyzes an impressive set of well presented experimental data to predict and validate some novel conclusions with regards to triple negative breast cancer (TNBC) therapy. Therapeutic options for TNBC are currently limited and it is one of the more deadly breast tumor types. They perform multiple large scale screening type experiments coupled with network

modeling and detailed validation experiments to come to the quite surprising (and convincing) conclusion that SYK-involved with immune system regulation-is a viable drug target for some TNBCs. Moreover, there is not much experimental evidence that non-oncogene addictions are relevant for cancer therapy-this study helps to codify that general line of systems-based thinking that transcriptional state, rather than mutational state, based thinking can be useful for the field of cancer therapy. My only comments are quite minor, that the authors should make available all the data that went into this study in supplementary materials, and also that the authors might expand on the logic involved with the first screen, i.e. might the authors expect to have missed some potentially important drugs by requiring that the compounds were not toxic to MCF10A. That is, if a compound is effective against both 10A and 10A-twist cells, that doesn't necessarily mean it would not be promising for follow up with TNBC therapeutic options.

Additional Correspondence

13 October 2014

We have now received a late report from the third referee who was asked to evaluate your study.

The comments of this referee are included below for your reference. We would like to ask you to address this referee's concerns in the revision of your work and to include the related information in the point-by-point response.

Thank you once again for submitting your work to Molecular Systems Biology and we are looking forward to receiving your revised work.

## REFeree REPORT

Reviewer #3:

This manuscript identified a chemical compound, PKC412, that is capable of inducing apoptosis specifically in basal-like triple negative breast cancer cells by inhibiting AURKA and SYK. The authors began with a chemical screen in MCF-10A and Twist-overexpressing MCF-10A cells and found that breast epithelial cells that have undergone EMT are more sensitive to PKC412. Then, they found that basal-like breast cancer cells are more sensitive to PKC412. Furthermore, mechanistic studies suggest that SYK is a target of PKC412 in triple negative breast cancer cells and that AURKA and SYK inhibition synergistically kills basal-like breast cancer cells. This is an interesting study. However, several major weaknesses need to be addressed.

1. The authors started with a chemical screen and identified PKC412 as a compound that preferentially kills mesenchymal-like cells (MCF-10A with Twist overexpression) over epithelial cells (MCF-10A). However, in subsequent experiments, instead of showing the epithelial vs. mesenchymal state dictates the sensitivity of TNBC cells to PKC412, the authors focused on the correlation between the PKC412 sensitivity and the luminal vs. basal state. This is confusing.
2. According to Fig. 2A, not all basal-like TNBC cell lines are sensitive to PKC412; conversely, some of the luminal-like cell lines are sensitive to PKC412. Besides the luminal vs. basal state, are there any predictive markers that can be used to predict the sensitivity of PKC412? How to select patients that are likely to benefit from PKC412 treatment?
3. It is interesting that inhibition of SYK is able to kill certain basal-like breast cancer cells. However, SYK has been reported as a tumor suppressor or metastasis suppressor before, such as: *Med Oncol.* 2012 Jun;29(2):448-53 (Reactivation of Syk gene by AZA suppresses metastasis but not proliferation of breast cancer cells); *PLoS One.* 2009 Oct 15;4(10):e7445 (Tumor suppressor function of Syk in human MCF10A in vitro and normal mouse mammary epithelium in vivo); *Nature.* 2000 Aug 17;406(6797):742-7 (The Syk tyrosine kinase suppresses malignant growth of human breast cancer cells). How to address this discrepancy? This is important for deciding whether SYK should be targeted or not.
4. The authors claim that STAT3 is a downstream effector of SYK, but whether STAT3 mediates the function of SYK is not addressed. For example, can constitutively active STAT3 rescue the

growth inhibition of breast cancer cells by PKC412 or SYK shRNA?  
 5. shRNA knockdown efficiency should be presented by western blots.

1st Revision - authors' response

09 December 2014

Response to reviewers (original comments are in *italic/bold*)

**Reviewer #1:**

**Summary**

*In this article, Muellner et al. discovered a chemical inhibitor that displayed selective growth inhibition of triple negative breast cancer (TNBC) cells in vitro. This inhibitor, PKC412, displayed potent inhibition, pro-apoptotic and anti-tumor effects on subsets of TNBC and normal mammary epithelial cells as well as a patient-derived xenograft that displayed an EMT phenotype. Using a chemical proteomic screen, the authors go on to show that PKC412 selectively inhibited a subset of kinases including Aurora kinase A, FER tyrosine kinase, and SYK tyrosine kinase explaining the proposed mechanism of action of this new drug. To narrow down the target list, the authors performed a diffusion process algorithm that computationally predicts the probability of each PKC412 target, when removed, to perturb the enriched biological processes. Removal of SYK tyrosine kinase had a significant effect on the biological processes justifying further functional analysis of this kinase. The authors go on to provide functional data that genetic and pharmacologic SYK inhibition reduces TNBC viability but not luminal-like breast cancer cells in part through reduction in STAT3 activation.*

*Overall, the manuscript is well written, easy to follow, and provides intriguing data that co-targeting of SYK and Aurora Kinase A in TNBC may be a viable therapeutic opportunity clinically. The paper is stronger in terms of its chemical genetics than its systems biology. The data presented as is displays only indirect data on whether the primary target of PKC412 is indeed SYK, and direct inhibition of SYK is not measured. Without data supporting that SYK activity is directly diminished by PKC412 or that SYK and Aurora Kinase A are co-expressed in clinical tissues, the enthusiasm is somewhat diminished. Several critical data components are underpopulated, with problems such as no replicates, only one cell line of each class tested, no quantitation, lack of exact EC50 values being stated (Fig 2a). Without strong quantitative and statistical analysis, and the inclusion of additional lines and xenografts, several of the conclusions of the paper are currently tenuous. The manuscript could be made stronger by addressing the following points:*

In this revised manuscript we have addressed these matters and include new data showing *in vitro* and *in vivo* SYK inhibition by PKC412 and co-expression of SYK and AURKA in breast tumors. Furthermore, we have extended the experiments to additional cell lines and provide more quantification and statistical analysis. Together, we believe we have adequately addressed the raised concerns.

The data represented in Figure 2a (and Supplementary Figure 4) concerns rather large experiments with 28 cell lines (in several different culture media) 10 dose-points and duplicate measurements for each dose point. The value of this experiment is to compare relative sensitivities between the groups of cell lines. We feel that claiming absolute and definitive EC50 values for each individual cell line would be over interpreting the precision that can be obtained in such a large-scale approach. Despite this we have included EC50 calculations for PKC412 in Supplementary Figure 4. We have also performed more precise dose-response experiments on a smaller, representative panel of cell lines (Supplementary Figure 3).

**Major points that need to be addressed:**

**1. The critical Figure 4a is non quantitative, has only one replicate tested, has only one cell line tested in each category, and is thus inconclusive. Other figures also share this overall concern (Figures 5D, 1D), and others also suffer from only testing one cell from each category (Figure 6C).**

In addition to Figure 4a, we now provide new data with SYK knockdown in two additional luminal and basal cell lines and include a quantification and statistical analysis of this experiment (Supplementary Figure 12). Importantly, these new results are consistent with the notion that SYK inhibition is specifically cytotoxic to basal-like breast cancer cell lines.

We also provide quantification and statistical analysis of the experiments in Figures 5d (see new Supplementary Figure 14 and 15) and 1d (see new Supplementary Figure 1) and have extended the analysis in Figure 6c to one additional luminal and two basal-like cell lines.

**2. To connect the authors' findings to the clinic, it would be helpful to show that SYK and Aurora kinase A protein and STAT3 phospho activation are co-occurring in TNBC and not in other breast cancer subtypes. The authors could do this via IHC or western blot analysis of clinical tissues. This would help to solidify their conclusions that this combination would be beneficial only in that subtype supporting the important concept of personalized medicine.**

The reviewer correctly notes that SYK and AURKA need to be co-expressed in basal-like tumors for synergy to occur in this tumor type. We now provide evidence to show that both genes are ubiquitously expressed in TNBC (as a proxy for basal-like) breast tumors) (Supplementary Figure 20). As p-STAT3 has been previously demonstrated in basal like tumors (Marotta et al., JCI 2011; Buettner et al., Clin Can Res, 2002; Armanious et al., Int J Clin Exp Pathol 2010), it follows that SYK, AURKA and pSTAT3 indeed co-occur. These references are now included in the Discussion (page 12). Experimental evidence in cell lines in the manuscript also supports this notion.

However, the reverse logic that SYK, AURKA and pSTAT3 should not co-occur in luminal tumors does not automatically follow from this. Co-expression is not the cause of synergism, it is a requirement. Therefore, expression of these three proteins in luminal tissue is not in conflict with the notion that SYK/AURKA inhibition is synergistic only in a specific (i.e. basal-like) cell state. Experiments to understand in more detail why the SYK-STAT3 axis is specifically required in basal-like cells, is the topic of further investigation in the lab.

**3. No negative control (luminal) tumor is used in the xenograft experiments. What if the drug is affecting, for example, tumor vasculature rather than the tumor?**

The *in vitro* data already shows that the sensitivity of luminal cell lines is also variable in terms of response to PKC412. Thus, we do not think that this control would significantly improve the conclusion. A response of a luminal tumor does not necessarily refute our hypothesis and interpretation of data obtained (available luminal PDX tumors grow significantly slower than basal ones) would be difficult. Therefore, we think that there is no strong ethical justification to perform this experiment.

**4. Tumor growth was significantly affected based on the statistical analysis, but it is an overstatement to say it is a pronounced effect. It can be stated that the drug is slowing tumor growth, but the relevance of this arguably minor effect in a mouse model in the context of cancer patient treatment is unclear.**

We agree that the response is partial and does not result in tumor shrinkage. We have now indicated this in the text on page 6: "PKC412 inhibited tumor growth ( $P < 0.01$ ) in the CAL51 xenograft [ ]."

**5. The finding of PKC412 sensitivity of TNBC and the proposed kinase targets is informative. However, as the paper is written it is important to show that PKC412 is actually inhibiting SYK activity in cells. The authors present data in Supplemental Figure 11 that a different SYK inhibitor, R406, does indeed inhibit SYK activity in cells but do not show results for PKC412. While the authors have genetic data supporting SYK function in their models, and in vitro kinase activity assays for SYK inhibition by PKC412 (Fig. 4d), it would be important to also show that SYK phosphorylation is indeed reduced with this the new drug.**

We now include western blot analysis of p-SYK in PKC412 treated cells (Supplementary Figure 10)

**Minor points that need to be addressed:**

**1. Please include the phosphoresidues evaluated via western blot for both Aurora Kinase A and**

***SYK in Supplemental Figures 10 and 11.***

These changes have now been made in the corresponding figure legends (now Supplementary Figure 17 and 19).

***2. Can the authors comment on why a subset of TNBC cell lines are completely refractory to PKC412? This may be an interesting subtype within TNBC that PKC412 distinguishes or that has not been previously appreciated before or characterized.***

This is an interesting suggestion. We have found a tentative association with TP53 mutations but larger number of cell lines may be needed to establish this definitively. Alternatively, this could be related to the signaling and mutations upstream of STAT3. This is a topic that is under further study in the lab and we feel that this is too preliminary to include in this manuscript.

***3. The synergy score deviation from Bliss is not defined, explained in terms of how to interpret, nor is a reference provided.***

We now provide a formula of the Bliss synergy score in the Material and Methods on page 20 and refer to this in the text.

***4. The term non-oncogene addiction is used without any definition.***

We have added an explanation and reference for this term in this revised manuscript on page 4.

***5. IN the discussion of the inhibitors, clarify if midostaurin is still considered broad spectrum in comparison to staurosporin.***

Without a direct experimental comparison between midostaurin (PKC412) and staurosporin it is difficult to comment on this. It is certainly true that midostaurin inhibits multiple kinases, as is also evident from our chemical proteomics analysis. To more specifically point this out we have changed the text on page 5 to: "Like staurosporin, PKC412 is a multi-target protein kinase inhibitor and has been shown to have low nanomolar activity against additional kinases [ ]."

***6. Fig. 2c, only one sensitive line is tested in the apoptosis assay.***

We have expanded this analysis to two additional cell lines (Supplementary Figure 2). These experiments support our findings that PKC412 can induce apoptosis in basal like cell lines.

***7. Specific numerical values should be quoted in the sentence "The EC50 for PKC412 that we observed for several cell lines was well below the reported plasma concentration in phase I trial patients22,23, indicating that this drug is active at a clinically achievable concentration."***

We have adapted this sentence on page 6 to indicate the plasma concentration determined in patients: "The EC50 for PKC412 that we observed for several cell lines was well below the reported steady-state plasma concentration in phase I trial patients (0.2-0.7  $\mu$ M)"

***8. No numerical values are provided in Fig. 2a. In the statement "Sensitivity varied dramatically across the cell line panel (Fig. 2a): several cell lines were refractory to PKC412 even at the highest concentration tested (50uM), whereas others were strongly inhibited and displayed half maximal effective concentration (EC50) values in the nanomolar range" the use of nanomolar range is too vague since this potentially covers three orders of magnitude. Similar issue for Supplementary Figure 1.***

We have adapted the text to: "[S]everal cell lines were refractory to PKC412 even at the highest concentration tested (50 $\mu$ M), whereas others were strongly inhibited.

***9. Fix the discrepancy between "whereas IKBKE (also known as IKK-epsilon) removal reduced the relationship only with apoptosis" and the figure that shows a change in the GO term "cell death" since cell death is a more general term than apoptosis.***

We thank the reviewer for pointing out this discrepancy and have adapted the text on page 9: “[ ] whereas IKBKE (also known as IKK-epsilon) removal reduced the relationship only with cell death. This suggests that inhibition of these kinases impinges on processes related to proliferation and cell death.”

**10. "Our approach demonstrates that exploiting the transcriptomic landscape rather than the mutational landscape". The authors have not demonstrated that it is the transcriptomic landscape as opposed to some other regulatory level that is the main level of regulation responsible for the results they have observed.**

We have changed the wording to: “Our approach demonstrates that exploiting cell state rather than the mutational landscape of a subset of tumors can lead to the identification of novel treatment strategies.”

**11. Supplemental Fig. 11 legend says the dose used was 10 uM, but the figure annotation (triangle) indicates two different doses were used in some cases.**

We thank the reviewer for pointing out this discrepancy and have adapted the text.

#### **Reviewer #2:**

*The manuscript by Mueller et al. analyzes an impressive set of well presented experimental data to predict and validate some novel conclusions with regards to triple negative breast cancer (TNBC) therapy. Therapeutic options for TNBC are currently limited and it is one of the more deadly breast tumor types. They perform multiple large scale screening type experiments coupled with network modeling and detailed validation experiments to come to the quite surprising (and convincing) conclusion that SYK-involved with immune system regulation-is a viable drug target for some TNBCs. Moreover, there is not much experimental evidence that non-oncogene addictions are relevant for cancer therapy-this study helps to codify that general line of systems-based thinking that transcriptional state, rather than mutational state, based thinking can be useful for the field of cancer therapy.*

*My only comments are quite minor, that the authors should make available all the data that went into this study in supplementary materials,*

In addition to the supplementary tables with the screening and proteomics data, we make the transcriptomics data available via Gene Expression Omnibus (GEO) under submission number GSE63721.

*[ ] and also that the authors might expand on the logic involved with the first screen, i.e. might the authors expect to have missed some potentially important drugs by requiring that the compounds were not toxic to MCF10A. That is, if a compound is effective against both 10A and 10A-twist cells, that doesn't necessarily mean it would not be promising for follow up with TBNC therapeutic options.*

We agree that compounds that kill both cell lines could be interesting to follow up. However, such compounds would also be enriched for generally toxic agents that would also kill normal cells. Therefore, we chose to not focus on these compounds. We now include a sentence in the text on page 4 to indicate this more clearly: “As compounds that killed both cell lines are enriched for general and unspecific toxic agents, we focused on compounds that were specifically toxic to MCF10A-Twist1 cells.”

#### **Reviewer #3:**

*This manuscript identified a chemical compound, PKC412, that is capable of inducing apoptosis specifically in basal-like triple negative breast cancer cells by inhibiting AURKA and SYK. The authors began with a chemical screen in MCF-10A and Twist-overexpressing MCF-10A cells and*

*found that breast epithelial cells that have undergone EMT are more sensitive to PKC412. Then, they found that basal-like breast cancer cells are more sensitive to PKC412. Furthermore, mechanistic studies suggest that SYK is a target of PKC412 in triple negative breast cancer cells and that AURKA and SYK inhibition synergistically kills basal-like breast cancer cells. This is an interesting study. However, several major weaknesses need to be addressed.*

**1. The authors started with a chemical screen and identified PKC412 as a compound that preferentially kills mesenchymal-like cells (MCF-10A with Twist overexpression) over epithelial cells (MCF-10A). However, in subsequent experiments, instead of showing the epithelial vs. mesenchymal state dictates the sensitivity of TNBC cells to PKC412, the authors focused on the correlation between the PKC412 sensitivity and the luminal vs. basal state. This is confusing.**

Basal-like and claudin low breast tumors cells are enriched for mesenchymal features. However, for each single cell line a clear cut classification is lacking. Therefore, we chose to focus on cell lines of the basal-like type (including the claudin-low subtype) as a consensus classification for this is available. We modified the text on page 6 to point out the rationale more clearly.

**2. According to Fig. 2A, not all basal-like TNBC cell lines are sensitive to PKC412; conversely, some of the luminal-like cell lines are sensitive to PKC412. Besides the luminal vs. basal state, are there any predictive markers that can be used to predict the sensitivity of PKC412? How to select patients that are likely to benefit from PKC412 treatment?**

This is an interesting suggestion. We have found a borderline significance association with TP53 mutations and deletions but larger number of cell lines would be needed to establish this definitively. Alternatively, this could be related to the signaling and mutations upstream of STAT3. This is a topic that is under further study in the lab.

**3. It is interesting that inhibition of SYK is able to kill certain basal-like breast cancer cells. However, SYK has been reported as a tumor suppressor or metastasis suppressor before, such as: Med Oncol. 2012 Jun;29(2):448-53 (Reactivation of Syk gene by AZA suppresses metastasis but not proliferation of breast cancer cells); PLoS One. 2009 Oct 15;4(10):e7445 (Tumor suppressor function of Syk in human MCF10A in vitro and normal mouse mammary epithelium in vivo); Nature. 2000 Aug 17;406(6797):742-7 (The Syk tyrosine kinase suppresses malignant growth of human breast cancer cells). How to address this discrepancy? This is important for deciding whether SYK should be targeted or not.**

We are aware of the literature suggesting a tumor suppressor role of SYK in breast cancer. However, most of the data supporting a tumor suppressive role in breast cancer is from a single lab and SYK mutations have not been found in breast tumors. In our hands, chemical and genetic SYK inhibition resulted in decreased viability in various basal-like breast cancer cell lines. In addition to mentioning the proposed tumor suppressor role in the Introduction on page 4, we now again cite and mention the studies indicating a tumor suppressor role of SYK in breast cancer in the discussion on page 13:

“Interestingly, SYK has been implicated in the regulation of cell adhesion and migration, processes related to EMT, and suggested to act as a tumor suppressor in breast cancer. Together, this suggests that the role of SYK in supporting or suppressing mammary tumors may be highly context dependent and requires further investigation.”

**4. The authors claim that STAT3 is a downstream effector of SYK, but whether STAT3 mediates the function of SYK is not addressed. For example, can constitutively active STAT3 rescue the growth inhibition of breast cancer cells by PKC412 or SYK shRNA?**

We thank the reviewer for this suggestion. However, we found that in our hands overexpression of constitutively active STAT3 resulted in toxicity making it difficult to measure effects of SYK inhibition.

**5. shRNA knockdown efficiency should be presented by western blots.**

We now include this in Supplementary Figure 11 (SYK) and 17 (STAT3).

2nd Editorial Decision

07 January 2015

Thank you again for submitting your work to Molecular Systems Biology. We have now heard back from the referee who was asked to evaluate your manuscript. As you will see below, the referee is now satisfied with the modifications made. However, s/he lists a series of minor points that we would like to ask you to address in a revised version of the manuscript.

On a more editorial level we would like to ask you to deposit the phosphoproteomics data in one of the major public databases and to provide the dataset identifier in the "Data Availability" section of your manuscript. For more information you can refer to our journal policies on data deposition (<http://msb.embopress.org/authorguide#a3.5>>).

As a matter of course, please make sure that you have correctly followed the instructions for authors as given on the submission website.

Thank you for submitting this paper to Molecular Systems Biology.

## REFeree REPORTS

Reviewer #1:

The authors have provided adequate responses to the points raised with a few necessary minor revisions required.

1) The authors provided references to support pSTAT3 expression in these tumors and show gene expression data to support SYK and AURKA overexpression in TNBC tumors. The authors should plot Fig. S20 as a scatter plot of SYK versus AURKA expression levels to truly demonstrate cases of co-expression. To convey similar information as the current figure, TBNC data points can have a different color than non-TBNC data points.

2) For Figure 2a and Figure S3, provide the raw data so that others can estimate summary values (such as EC50 values) if these estimates are of use to them.

3) The authors add 2 additional cell lines to confirm their shRNA knockdown findings in Figure 4a, but need to indicate which shRNA was used in Fig. S12 for clarification.

4) Provide a reference for the Bliss synergy score.

5) Consider defining the addiction in a positive way rather than referring to it as a non-oncogene addiction.

2nd Revision - authors' response

16 January 2015

### Point by point reply

*- We would like to ask you to deposit the phosphoproteomics data in one of the major public databases and to provide the dataset identifier in the "Data Availability" section of your manuscript. For more information you can refer to our journal policies on data deposition (<http://msb.embopress.org/authorguide#a3.5>>).*

We submitted the MS data to PRIDE and added the sentence "The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (<http://proteomecentral.proteomexchange.org>) via the PRIDE partner repository with the dataset identifier PXD001680." to the corresponding materials and methods section (p11).

**Reviewer #1:**

*The authors have provided adequate responses to the points raised with a few necessary minor revisions required.*

*1) The authors provided references to support pSTAT3 expression in these tumors and show gene expression data to support SYK and AURKA overexpression in TNBC tumors. The authors should plot Fig. S20 as a scatter plot of SYK versus AURKA expression levels to truly demonstrate cases of co-expression. To convey similar information as the current figure, TBNC data points can have a different color than non-TBNC data points.*

This figure was now added to Supplementary Figure S20 and additional information was added to the Supplementary Figure Legends file.

*2) For Figure 2a and Figure S3, provide the raw data so that others can estimate summary values (such as EC50 values) if these estimates are of use to them.*

This data is now provided as Dataset 1 (Figure 2a) and Dataset 2 (Figure S3).

These datasets are now referenced in the text (p6 and p8).

*3) The authors add 2 additional cell lines to confirm their shRNA knockdown findings in Figure 4a, but need to indicate which shRNA was used in Fig. S12 for clarification.*

This information was now added to the Supplementary Legends File and stated more clearly in the Material and Methods section (p24).

*4) Provide a reference for the Bliss synergy score.*

The Reference [Bliss (1939), Ann. Appl. Biol. **26**:585-615." ] has now been added to the references section of the manuscript.

*5) Consider defining the addiction in a positive way rather than referring to it as a non-oncogene addiction.*

We would prefer to maintain the term "Non-oncogene addiction" is an established concept in the field. See for example: Luo, J., Solimini, N. L., & Elledge, S. J. (2009). Principles of Cancer Therapy: Oncogene and Non-oncogene Addiction. *Cell*, *136*(5), 823–837.  
doi:10.1016/j.cell.2009.02.024

How the deposited data were processed for this re-analysis (not part of the article)

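RNA from MDA-MB-468 and ZR75-1 cells was sequenced after 6 h in DMSO (2 samples per line) or PKC412 (3 samples per line), 10 samples in all. The sample labels gave the cell line, the agent and the replicate number. The paper's methods and the labels give a dose of 1 μM, and 3 figure legends give 500 nM; all treated samples were taken as 1 treatment. The methods state triplicates, and 2 DMSO samples per line are in the files analysed here.

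The authors deposited FPKM values (fragments scaled by transcript length and by the number of mapped fragments) per gene symbol, 1 file per sample. The libraries were made and sequenced as the methods describe, the reads were aligned to the human genome, and the FPKM were computed by the authors with an in-house pipeline. The aligner, the genome build and the annotation were not found in the paper or its supplements. Nor was any filter on low values or pseudocount for the 3-fold change. The methods give a limit, an FPKM above 0.1, for the expressed genes of the networks. Every file has the same 23426 gene symbols, 1 row each, and 3193 of them are 0 in every sample. FPKM sums ranged from 599228 to 835069 per sample. No step that 1 read would make was visible among the low values and values went down to 2.194e-318, which no read count gives, so the authors' pipeline appears to divide reads between genes or transcripts in fractions. The number of reads is therefore unknown, and precision was taken only from the spread between replicates. A gene that shares reads with an overlapping gene or a copy elsewhere can have its FPKM moved to that gene by such a pipeline; values of such genes are uncertain.

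From these FPKM, 4 kinds of result were computed. Genes changed at least 3-fold were those with a ratio of mean FPKM, PKC412 to DMSO, of at least 3 or at most 1/3 and a mean FPKM above 0.1 in at least 1 of the 2 treatments, without a pseudocount. Expressed genes had a mean FPKM above 0.1 over the 5 samples of a line, after the limit the methods give. Differences were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with 1 mean for each of the 4 groups, eBayes with a trend, 16071 genes with a mean FPKM above 0.1 in at least 1 group, and Benjamini-Hochberg adjustment at 0.05; the contrasts were PKC412 minus DMSO in each line and the difference between those. The apoptosis genes were counted with Fisher's exact test, 2-sided, on a list of 87 genes written from memory, since no copy of the pathway database was available; it may differ from the version the authors used. With 2 samples against 3, an exact permutation test of 1 gene cannot give a p-value under 0.1, so none was used. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for the rest, and matplotlib 3.10.9 for the figures.

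The genes that could be named in the text were set by a rule written before the files were opened, and not all of them are named: the 11 candidate kinases, STAT3 and the nodes of Fig 3D; in each line the 5 genes with the largest rise and the 5 with the largest fall in limma among those with an adjusted p-value under 0.05, a mean FPKM above 1 in at least 1 treatment and every PKC412 sample on the same side of every DMSO sample (163 genes met this in MDA-MB-468 and 133 in ZR75-1); and the apoptosis genes changed at least 3-fold in MDA-MB-468. Positions, lengths and GC content come from GENCODE release 29 on GRCh38, by gene symbol, for the longest protein-coding transcript of a gene or its longest transcript of any kind; 20638 genes (88.1%) had a match. PCNA-AS1, FAM101A and LINC00473 had none. The authors' build may be another one.

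The alternatives set before the files were opened were other pseudocounts, other limits on low FPKM, rescaling the samples of a line by median ratios, a fit with the replicate number as a block within each line, a fit of each line alone, eBayes without the trend, and each sample left out in turn. After the data had been seen, further ones were added: FPKM adjusted for GC content and transcript length, alone and together with the replicate block or a pseudocount of 1; the GC slope of each sample as a covariate; and the replicate block for the correlation of the fold changes. For the adjustment, polynomials of degree 3 in GC content and log2 length were fitted per sample to the log2 deviation of each gene from its line mean, over genes above 1 FPKM in every sample of the line, and divided out; genes without a match were given the median GC content and length. In MDA-MB-468 the adjustment can remove an effect of the drug that runs along GC content as well as a technical one. A gene count, percentage or correlation was taken as unchanged when it lay within 1.5 times the main value. For percentages and correlations, and for the comparison with the paper's values, this rule replaced one based on the spread of the values with 1 sample left out, after that spread was seen to be larger than most differences.

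The 3-fold ratio, the limma fits, camera and the GC adjustment were tested on simulated data, with 200 genes of known 6-fold change added in 1 line to values with the real mean of each line and the spread pooled over both. The changed genes were drawn from those above 5 FPKM in both lines and below the 75th percentile of spread, so the share found is that for well-measured genes. All of them (100%) passed the 3-fold ratio with a pseudocount of 1 and all (100%) passed limma, and 93% passed the test of the difference between the lines. Of the unchanged genes, 20 passed limma in the changed line and 0 in the other. The fit with the replicate block, which keeps 2 residual degrees of freedom, found 74% in the changed line and 0% for the difference. That fit leaves PKC412 replicate 3 of each line out of the contrasts, since number 3 has no DMSO sample. In the simulated line without any change, 587 genes passed the 3-fold ratio without a pseudocount and 143 with a pseudocount of 1. GC slopes were recovered to within 0.0202 log2 units per 10 percentage points.

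Gene set shifts used limma's camera with its default correlation between genes, on lists written from memory. The lists of 24 STAT3 targets and 30 genes of G2 and mitosis were written before the files were opened. The share of genes at 3-fold after GC adjustment among genes above 0 in both treatments, the test of the apoptosis list with camera, and the lists of 20 YAP and TEAD targets and 20 genes induced by cAMP, were added after the main results had been seen. The network model, the pathway tool and the other experiments of the paper were left out, since their inputs are not in the files analysed here.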

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

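The test of the difference between the responses of the 2 lines flagged 43 genes with a limma adjusted p-value under 0.05, and 9 of the genes named by rule are among them. The predictions for the technical explanations of this pattern were all written after the number of genes had been seen. With FPKM adjusted for GC content and transcript length, 39 of the 43 genes (90.7%) kept an adjusted p-value under 0.05, which speaks against GC content and length as the main source. A mean of 0 stays 0 under that adjustment; of the 29 genes above 0 in every group, 28 kept it. That fit passes more genes in all (212), so the threshold is easier to keep there. With median-ratio rescaling within each line, 29 of them (67.44%) kept it, so the scaling between samples explains at most a part. Of the 39 genes with a known transcript length, 2 (5.128%) were under 200 nucleotides, 2.195 times the 2.337% among all genes tested and below the 3 times set as the mark of an excess of short genes. Every sample correlated best with a sample of its own line (0 exceptions), which speaks against an exchange of samples between lines. An exchange between the treatments of a line was not tested. There, the correlations of DMSO with PKC412 samples (0.9448 to 0.9859) overlap those of replicates (0.9574 to 0.9833). Depth, sequencing batch, contamination and reads shared with other genes could not be tested, since the files give no counts, batches or alignments. With the replicate number as a block, 0 genes passed, in a fit that found 0% of the changed genes for this contrast on simulated data. A line-specific response to PKC412 therefore remains a hypothesis that cannot be told apart from those untested sources.

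MIR3074 (difference in log2 fold change -5.338) and SNORD26 (7.968) had the largest values. Both are read in MDA-MB-468 only and have transcripts of 81 and 75 nucleotides, shorter than typical sequenced fragments. Their FPKM may come from fragments of host transcripts, and the ratio of 2.195 for short genes leaves this open for single genes.

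HRCT1 (-2.216), CTGF (-2.257), FAM101A (1.71) and LINC00473 (-2.921) were flagged as different between the lines, but each is near 0 FPKM in 1 line. The mean FPKM in DMSO was 0.3457 for HRCT1 and 0.1914 for CTGF in ZR75-1, and 0.02694 for FAM101A and 0 for LINC00473 in MDA-MB-468. For HRCT1, CTGF and FAM101A, the ratio of mean FPKM was below 1 in both lines (0.1601 and 0.2733 for HRCT1, 0.08636 and 0.2689 for CTGF, and 0.2241 and 0.1517 for FAM101A, MDA-MB-468 first). With a pseudocount of 0.1, the difference was -1.399 for HRCT1, -2.407 for CTGF and 2.334 for FAM101A, none of them past the threshold, and -4.781 for LINC00473, which stayed past it. On the log2 scale the ratios differ less between the lines than the flagged values, so for these 3 genes the level of expression and the pseudocount are a candidate explanation of the flag. With the smaller pseudocount the difference shrank for HRCT1 and grew for CTGF and FAM101A, so that test does not settle it. LINC00473 lost its flag without a filter on low FPKM (-2.921) and with the replicate block (-2.64). It also lost it without any 1 PKC412 sample of MDA-MB-468 (-2.933 to -2.909) or without PKC412 replicate 1 of ZR75-1 (-2.849). It kept it without PKC412 replicate 2 or 3 of ZR75-1 and with GC and length adjusted FPKM (-2.834). HRCT1 lost its flag without PKC412 replicate 1 or 3 of either line and kept it without replicate 2. Fits without a DMSO sample leave 1 in its group and are not counted here for LINC00473 and HRCT1. In those fits the difference was -2.992 to -2.851 for LINC00473 and -2.479 to -1.952 for HRCT1.

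HMOX1 (1.669), CGA (-3.859) and ATP1B3 (-3.165) are expressed in both lines in DMSO, at mean FPKM of 19.87 and 194.2, 36.44 and 21.76, and 97.43 and 37.02 (MDA-MB-468 first). All 3 PKC412 samples of ZR75-1 lay on the same side of both DMSO samples for each gene. The rule that named these genes requires this, so it adds no evidence. With each sample left out in turn, the difference stayed between 1.575 and 1.763 for HMOX1, -4.235 and -3.482 for CGA, and -3.476 and -2.855 for ATP1B3; HMOX1 and CGA stayed past the threshold in all 10 of these fits, and ATP1B3 lost it in 6 of the 10. With GC and length adjusted FPKM it was 1.836, -4.095 and -3.432, and with a pseudocount of 0.1 it was 1.67, -3.908 and -3.196. With the replicate block it was 1.677, -3.764 and -2.979, no longer past the threshold. These values are consistent with a response of HMOX1 and CGA, and less firmly of ATP1B3, that is stronger in ZR75-1, the luminal line, as far as the explanations that could be tested go. Quantitative PCR of the 3 genes in further replicates of both lines would test this.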

How the results depend on the processing

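The alternatives other than those with GC content were set before the files were opened, except the replicate block for the correlation of the fold changes; all with GC content were chosen after seeing the data. Within 1.5 times the main value under every alternative, the mark for a change in a count, were the numbers of expressed genes (12586 to 15457 over both lines) and of candidate kinases expressed in both lines (11, 10 with FPKM above 0.1 in every sample and 8 with a mean above 1).

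The numbers of genes changed at least 3-fold (1078 in MDA-MB-468, 596 in ZR75-1, 184 in both) depend on how low FPKM are treated. In the same order, they were 609, 337 and 113 with a pseudocount of 0.1, 237, 186 and 59 with a pseudocount of 1, 640, 219 and 56 (8.75% of the MDA-MB-468 genes) with a mean FPKM above 0.1 in both treatments, 613, 295 and 103 with a mean FPKM above 1 in at least 1 treatment, and 2836, 2742 and 888 (31.31%) without a filter. These settings change which near-0 values can make a ratio large. When every PKC412 sample had to lie on the same side of every DMSO sample, ZR75-1 had 333 genes and 64 were shared (7.485%). With GC and length adjusted FPKM, MDA-MB-468 had 641 genes; with that and a pseudocount of 1 there were 191, 173 and 52 (27.23%). Leaving out 1 sample gave 646 to 2136 genes in MDA-MB-468, 490 to 2197 in ZR75-1, 122 to 608 shared genes and 10.44% to 56.4% as the overlap. The highest count in each line came without DMSO replicate 2, when the mean in DMSO is replicate 1, the sample with the steeper GC slope.

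The limma counts were 202 in MDA-MB-468, 152 in ZR75-1 and 43 for the difference, and 74 and 67 with the 3-fold ratio as well. They fell to 0 in all 5 cases with the replicate block. With the block and GC and length adjusted FPKM they were 3 in all 5. The block takes 4 of the 6 residual degrees of freedom and leaves PKC412 replicate 3 of each line out of the contrasts. With GC and length adjusted FPKM alone they were 578, 461, 212, 124 and 115. With the GC slope of each sample as a covariate, ZR75-1 had 519 genes (121 with the ratio) and the difference 195. With a pseudocount of 0.1, MDA-MB-468 had 116 (47 with the ratio) and the difference 27. The difference had 68 genes without a filter and 68 without the trend in eBayes. Each line fitted on its own, with 3 residual degrees of freedom, gave 81 and 12 genes (48 and 12 with the ratio); the difference has no value in that setting. Leaving out 1 sample gave 65 to 324, 59 to 183 and 16 to 64 genes, and 41 to 154 and 42 to 105 with the ratio. The correlation of the fold changes (0.3591) was 0.149 with the replicate block, 0.1945 with the GC slope as a covariate, 0.5471 as Spearman's rho, and 0.01776 to 0.4909 with 1 sample left out, lowest without DMSO replicate 1 of ZR75-1 and highest without its DMSO replicate 2.

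The excess of apoptosis genes in MDA-MB-468 (13) lost its Fisher p-value under 0.05 with a pseudocount of 1 (3 genes) and with the limma threshold (2 genes); it was 7 to 15 genes with 1 sample left out, and lost that p-value in 3 of the 5 cases. In ZR75-1 (1 gene, fewer than chance), the count was 1, now above chance, in both of those settings because the sets are smaller, and 1 to 14 with 1 sample left out, the 14 (again above chance) without DMSO replicate 2.

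Among the named genes, 142 of 1086 rows became weaker, 10 stronger and 35 changed sign, all of the last for kinases and STAT3 whose adjusted p-value was not under 0.05 in the main setting. In MDA-MB-468, FER went to -0.05419 with median-ratio rescaling, -0.214 with GC adjustment, -0.1937 with GC adjustment and block, and -0.1365 with the GC covariate; TNK1 to 0.006861, PRKAA1 to -0.06704 and CAMK2D to -0.009823 with GC adjustment; PRKAA1 to -0.04161 and CAMK2D to -0.03861 with GC adjustment and block; and CAMK2D to -0.00938 and TBK1 to -0.4505 with the GC covariate. In ZR75-1, CAMK2G went to -0.03694 and PHKG1 to -0.01942 with rescaling; CAMK2G to -0.02083 and CAMK2D to -0.01625 with the replicate block; CAMK2G to -0.1015 and STAT3 to -0.04711 with GC adjustment; and CAMK2G to -0.1401, CAMK2D to -0.005369 and STAT3 to -0.06923 with both. With 1 sample left out the ranges were -0.04931 to 0.1378 for FER, -0.087 to 0.03648 for TNK1 and -0.1749 to 0.05402 for CAMK2G in MDA-MB-468, and in ZR75-1 -0.1808 to 0.06053 for FER, -0.3879 to 0.3351 for PRKAA1, -0.1631 to 0.4084 for CAMK2G, -0.01625 to 0.4035 for CAMK2D, -0.6227 to 0.6759 for TBK1, -0.03315 to 0.07913 for PHKG1 and -0.01439 to 0.5202 for STAT3. The unknown depth limits all counts that rest on FPKM below 1.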

Differences from the paper's values

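The paper gives an overlap of 10% between the genes changed at least 3-fold in the 2 lines; here it was 17.07% of the MDA-MB-468 genes. Among the alternatives set before the files arrived, the value fell within 1.5 times the paper's with genes above a mean FPKM of 0.1 in both treatments (8.75%), with every PKC412 sample on the same side of every DMSO sample (7.485%), and without DMSO replicate 2 of MDA-MB-468 (10.44%), PKC412 replicate 2 of MDA-MB-468 (12.96%), DMSO replicate 1 of ZR75-1 (11.97%) or PKC412 replicate 3 of ZR75-1 (11.32%). The other alternatives did not close the gap. As a share of the union of both sets, which is another reading of an overlap and was computed beside the main value, it was 12.35%.

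The Venn diagram of the paper shows about 90 shared genes in Fig 3C, read by eye; here 184 genes were shared. The value came within 1.5 times the paper's with a pseudocount of 0.1 (113), with genes above a mean FPKM of 1 in at least 1 treatment (103), with every PKC412 sample on the same side of every DMSO sample (64), and without DMSO replicate 1 (129) or PKC412 replicate 3 (122) of ZR75-1. The remaining alternatives did not close this gap.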

Other observations

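The spread between replicates followed transcript GC content. The first principal component of the deviations of the samples from their group means held 45.17% of the spread over 11144 genes, and across the 10173 genes with an annotation it had an absolute Spearman rho of 0.7281 with GC content and 0.4285 with length. The prediction, a rho of at least 0.3 if GC content or length were involved, was written before the result; a first look used the longest transcript of any kind, and the value given uses the longest protein-coding one. A candidate source is a difference in library preparation or sequencing between samples, which the labels do not record.

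In MDA-MB-468, the log2 fold change fell with GC content, with a Spearman rho of -0.5851 across 10066 genes, against -0.1934 in ZR75-1. The genes raised at least 3-fold had a median GC content of 42.11%, against 49.64% for the expressed genes. The GC slopes of the 2 treatments in MDA-MB-468 do not overlap, but the gap between them is 0.2575 of the largest range within a treatment. With the GC slope of each sample as a covariate the rho was -0.06925, which the covariate itself largely brings about. The slopes may thus have fallen by treatment in this line by chance; in ZR75-1, where the treatments overlap, they range over 0.6982 within a treatment. An effect of the drug along GC content cannot be told apart from this, and the prediction was written after the slopes had been seen.

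Of the 10 splits of the 5 samples into 2 and 3, only the real one (1) gave as many as 1078 genes at 3-fold in MDA-MB-468. The other splits gave 273 to 925, with a median of 296. The real split also sets the samples with the highest GC slopes (0.373 and 0.0573) against the rest. The split with 925 genes sets those with the lowest (-0.2871 and -0.1192) against the rest. In MDA-MB-468 the splits therefore cannot tell the treatment from GC content. In ZR75-1, 4 of the 10 splits, the real one included, gave at least its 596 genes. The other splits of that line gave 274 to 2037, with a median of 363. The split with 2037 genes sets DMSO replicate 1 and PKC412 replicate 2, the samples with the highest GC slopes, against the rest. With 10 splits no share under 0.1 is possible. For ZR75-1, the number of genes at 3-fold thus lies above the median of the splits that ignore the treatment but within their range. In the same line 152 genes passed limma.

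Low expression was weighed as a source of the genes at 3-fold. A mean FPKM below 1 in both treatments was found for 43.14% of them in MDA-MB-468 and for 50.5% in ZR75-1, so it holds for most of them only in ZR75-1, by the mark of more than 50% set in advance. In a simulated ZR75-1 without any change, 587 genes passed the ratio without a pseudocount, against 596 in the real data, and 143 against 186 with a pseudocount of 1. In the simulated line with added changes, 146 unchanged genes passed with a pseudocount of 1, against 237 genes in the real MDA-MB-468. The spread between replicates may thus account for many of the genes there too. The simulated spread was pooled over both lines.

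GC content and length were weighed first with a pseudocount of 1, to leave low genes aside, over genes with a known GC content. After the adjustment, 76.26% of these genes in MDA-MB-468 (167 of 219) and 88.51% in ZR75-1 (154 of 174) were still changed at least 3-fold. This test says little, because 107 of the 237 genes in MDA-MB-468 and 100 of the 186 in ZR75-1 have a mean of 0 in 1 treatment, and an adjustment that divides leaves a 0 at 0. The share was therefore also taken over genes above 0 in both treatments, with a prediction written after these numbers had been seen. With the pseudocount, 57.63% of such genes stayed in MDA-MB-468 (68 of 118) and 76.92% in ZR75-1 (60 of 78). Without a pseudocount, 43.96% stayed in MDA-MB-468 (364 of 828) and 80.5% in ZR75-1 (322 of 400). In MDA-MB-468, GC content and length could thus account for more than 50% of these 828 genes without a pseudocount, which are only a part of the 1078 at 3-fold. An effect of the drug along GC content cannot be told apart from this.

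The paper names SYK as a target of PKC412 and STAT3 as an effector of SYK. It reports lower STAT3 phosphorylation after SYK inhibitors, while the values here are mRNA after PKC412, another drug and another measure. A fall of STAT3 target genes was predicted before the files were opened. It was not seen at 6 h: the list of 23 genes tested had a camera p-value of 0.7936 in MDA-MB-468, with 15 of 23 genes raised, and 0.6241 in ZR75-1. STAT3 mRNA itself had an FPKM of 22.34 ± 3.086 (SD, n = 2) in DMSO and 30.07 ± 6.45 (SD, n = 3) in PKC412 in MDA-MB-468 (log2 fold change 0.3982, limma adjusted p = 0.4071), and a log2 fold change of 0.2529 in ZR75-1 (limma adjusted p = 0.7871). A list of 30 genes of G2 and mitosis had camera p-values of 0.1219 and 0.6055, so no shift in the cell cycle passed 0.05 in the main setting either. In MDA-MB-468, 26 of the 30 genes were raised, with a median log2 fold change of 0.5448 against 0.108 for the other genes. In ZR75-1, 22 were raised. For the difference between the lines, the camera p-value was 0.04537 with the replicate block, upward in MDA-MB-468. With the GC slope as a covariate it was 0.005891 in the opposite direction, so a shift is left open. The lists were written from memory, and 6 h of treatment and 2 DMSO samples limit both tests.

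The apoptosis list as a whole shifted up in MDA-MB-468, with 62 of 76 genes raised and a camera p-value of 0.0108. This test was added after the 3-fold counts had been seen. With GC and length adjusted FPKM the p-value was 0.04085, with 48 of 76 genes raised, so GC content may explain a part of the shift and leaves a weaker one. In ZR75-1 the p-value was 0.1895, and the test of the difference between the lines gave 0.1731, so a shift specific to the basal-like line was not shown by this list. Several of the 13 genes at 3-fold, such as NFKBIA, BIRC3 and TNF, and TNFAIP3 in Fig 3D, are also known as targets of NF-kappaB; no list of those was tested.

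CTGF and CYR61, both commonly used as readouts of YAP and TEAD, were among the 5 most lowered genes of MDA-MB-468. If YAP and TEAD activity had fallen, other targets should fall too. A list of 20 further targets was written after these 2 genes had been seen and before the others were looked at. The 19 that were tested shifted down in MDA-MB-468, with 12 of 19 lowered, a median log2 fold change of -0.168 against 0.1088 for the other genes, and a camera p-value of 1.541e-05 (0.005796 with ranks in place of fold changes). In ZR75-1 the p-value was 0.7119, and for the difference between the lines it was 1.383e-05 (0.001991 with ranks). With GC and length adjusted FPKM it was 4.283e-07 and with the replicate block 9.873e-05 in MDA-MB-468. This is consistent with reduced YAP and TEAD activity in the basal-like line, as a hypothesis; the shift is small for most of the genes, and 12 of the 20 targets have a mean FPKM below 1 in DMSO in ZR75-1, where a fall is hard to see. Kinase inhibitors can act on YAP by more than 1 route, and none of these was measured here; the place of YAP in the cell and its phosphorylation after PKC412 in both lines would test the hypothesis.

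CGA and LINC00473, 2 of the 5 most raised genes of ZR75-1, and PDE4B, raised in MDA-MB-468, are known to respond to cAMP and CREB. Of a list of 20 other cAMP-induced genes, written in the same way, 16 were tested. In ZR75-1, 14 of 16 were raised, with a median log2 fold change of 0.7875 against 0.06753 for the other genes and a camera p-value of 6.794e-11 (1.721e-05 with ranks). In MDA-MB-468, 15 of 16 were raised, with a median of 0.4973 and a p-value of 3.342e-05. The difference between the lines had a p-value of 0.00369, toward the larger rise in ZR75-1 (0.02595 with ranks, and 0.08762 with ranks and the replicate block). With GC and length adjusted FPKM the p-value in ZR75-1 was 2.145e-14, and with the replicate block 6.14e-11. These values suggest, as a hypothesis, that PKC412 sets off a cAMP-like or immediate-early response in both lines; the list was written from memory, 13 of its 20 genes have a mean FPKM below 1 in DMSO in ZR75-1, and many of them also respond to other signals and to stress. Phosphorylated CREB and cAMP levels after PKC412 would tell these apart.

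HSP90AB1, a node of Fig 3D, had an FPKM of 0.004538 or less in 9 of 10 samples and of 5.298 in the remaining one, while HSP90AA1 had 157 ± 36.72 (SD, n = 2) in DMSO in MDA-MB-468. Values as low as 3.72e-21 come from no read count. The reads of this gene were not looked at, and no explanation was tested.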
